# Inactivation of *Arid1a* in the endometrium is associated with endometrioid tumorigenesis through transcriptional reprogramming

**DOI:** 10.1038/s41467-020-16416-0

**Published:** 2020-06-01

**Authors:** Yohan Suryo Rahmanto, Wenjing Shen, Xu Shi, Xi Chen, Yu Yu, Zheng-Cheng Yu, Tsutomu Miyamoto, Meng-Horng Lee, Vivek Singh, Ryoichi Asaka, Geoffrey Shimberg, Michele I. Vitolo, Stuart S. Martin, Denis Wirtz, Ronny Drapkin, Jianhua Xuan, Tian-Li Wang, Ie-Ming Shih

**Keywords:** Cancer, Cell biology, Genetics, Pathogenesis

## Abstract

Somatic inactivating mutations of *ARID1A*, a SWI/SNF chromatin remodeling gene, are prevalent in human endometrium-related malignancies. To elucidate the mechanisms underlying how *ARID1A* deleterious mutation contributes to tumorigenesis, we establish genetically engineered murine models with *Arid1a* and/or *Pten* conditional deletion in the endometrium. Transcriptomic analyses on endometrial cancers and precursors derived from these mouse models show a close resemblance to human uterine endometrioid carcinomas. We identify transcriptional networks that are controlled by Arid1a and have an impact on endometrial tumor development. To verify findings from the murine models, we analyze *ARID1A*^*WT*^ and *ARID1A*^*KO*^ human endometrial epithelial cells. Using a system biology approach and functional studies, we demonstrate that *ARID1A*-deficiency lead to loss of TGF-β tumor suppressive function and that inactivation of ARID1A/TGF-β axis promotes migration and invasion of *PTEN*-deleted endometrial tumor cells. These findings provide molecular insights into how *ARID1A* inactivation accelerates endometrial tumor progression and dissemination, the major causes of cancer mortality.

## Abstract (web summary)

ARID1A, which is often mutated in human endometrial cancer, is a component of the SWI/SNF chromatin remodelling complex. Here, the authors show that *Arid1a* mutations in the mouse endometrium and primary human endometrial epithelial cells cause widespread reprogramming of gene transcription and result in a loss of response to TGFβ.

## Introduction

Aberrant chromatin remodeling resulting from somatic mutations in genes encoding chromatin remodeling complexes has emerged as a major epigenetic modification contributing to cancer development. Efforts in cancer genome sequencing have uncovered frequent somatic mutations in genes encoding subunits of ATP-dependent chromatin remodeling complexes, most notably the SWI/SNF nucleosome remodeling complex^1–4^. Somatic mutations in the *ARID1A* subunit of the SWI/SNF complex frequently occur in human cancers. In neoplasms arising from endometrium, including endometrioid or clear cell carcinoma of the uterus and ovary, up to 50% of tumors harbor mutations in *ARID1A*^5–11^. *ARID1A* mutations are mostly frameshift or nonsense, resulting in loss of protein expression and function, a pattern characteristic of tumor suppressor genes^12^. Given the important functional roles of ARID1A, better understanding of how *ARID1A* inactivation contributes to tumor development is critical to improve treatment in *ARID1A* mutated cancers.

The incidence of endometrial carcinoma of the uterus is rising worldwide, and is expected to become a significant contributor to cancer-related morbidity and mortality in women. Currently, endometrial carcinoma affects 62,000 women annually and claims the lives of more than 12,000 women each year in the United States^13^. Although most endometrial cancers are diagnosed at early, treatable stages, late diagnosis of endometrial cancers at advanced stages remains challenging to treat. The molecular genetic landscape of endometrial carcinoma has been comprehensively elucidated by the Cancer Genome Atlas (TCGA), and high frequencies of somatic mutations have been detected in well-known cancer driver genes including *ARID1A* (33%)*, PTEN* (65%), *PIK3CA* (53%*)*, and *CTNNB1* (30%)^7,14^. Endometrial carcinoma is classified into different subtypes with endometrioid and serous carcinoma being the most common representing 80–85% and 5–10% of newly diagnosed cases, respectively. Previous studies reported a high co-occurrence of *ARID1A* and *PTEN* (or *PIK3CA*) mutations primarily in the endometrioid subtype of endometrial carcinoma^7,11^. Somatic *PTEN* mutation is detected in ~16% of endometrial atypical hyperplasia lesions, the precursors of endometrial cancers; however, most endometrial hyperplasia lesions are indolent and infrequently progress to endometrioid carcinoma, unless other molecular genetic events are acquired^12,15^. Complete loss of ARID1A expression or clonal *ARID1A* mutation is rare in atypical endometrial hyperplasia while up to one-third of endometrioid carcinomas lose ARID1A expression or harbor somatic *ARID1A* mutations. Moreover, loss of ARID1A expression in endometrial biopsy or curettage is associated with a significantly increased risk and FIGO stages of uterine endometrioid carcinoma in subsequent hysterectomies^16^. These above findings suggest that ARID1A participates in progression rather than initiation of endometrioid carcinoma of the uterus.

The phenotypes associated with *PTEN* deletion in uterine tissues has been elucidated by conditional deletion of *Pten* in mouse uterus using the progesterone receptor promoter-driven expression of Cre recombinase (Pgr-Cre approach). Non-invasive endometrial cancer was observed in this genetically engineered mouse model, supporting a key role(s) of *PTEN* in endometrial pathogenesis^17^. However, progesterone receptor is also expressed in stromal cells and myometrium^17^, raising the question of whether the non-epithelial components contribute to the mouse tumor phenotypes.

Genetically engineered mouse models that closely recapitulate steps of genetic alterations in human endometrial tumor are valuable for studying pathogenesis and for testing new approaches for cancer prevention, early detection and treatment^18^. Here, we use a Pax8-Cre strategy which allows doxycycline-induced conditional knockout of *Arid1a* and/or *Pten* in epithelial component of endometrium. Pax8 is a lineage specific transcription factor in the mülleriian epithelium of uterus and fallopian tube but not ovary. The murine models created in this study accurately recapitulate tumor initiation, progression, and invasion of uterine endometrioid carcinoma. Using this model, we elucidate the molecular mechanisms in the pathway crosstalk between Arid1a and TGF-β signaling. We then further verify the importance of TGF-β in mediating ARID1A function on isogenic human endometrial cell lines with or without *ARID1A* deletion. Together, our results shed lights on how loss of *ARID1A* promotes invasion and metastasis and may inform future translational research aimed at improving outcomes in women with endometrioid carcinoma of the uterus.

## Results

### *Arid1a* loss in endometrial epithelium enhances tumor progression

To determine the phenotype of ARID1A inactivation in endometrioid tumors, a murine model with conditional deletion of *Arid1a* in the uterine epithelium was generated by crossing an *Arid1a*^*flox/flox*^ strain with a previously established Pax8-Cre mouse strain^19^. The Pax8-Cre mouse contains a reverse tetracycline-regulated transactivator under the control of the murine Pax8 promoter (Pax8-rtTA) and a tetracycline-dependent Cre recombinase (TetO-Cre), resulting in a murine model with expression of doxycycline-activated Cre recombinase specifically in uterine epithelial cells (Fig. 1a). In human uterine endometrioid carcinomas, *ARID1A* and *PTEN* are frequently mutated or deleted (Fig. 1b)^7,20,21^. *ARID1A* and *PTEN* mutations co-occur frequently in the same tumors (Fig. 1b). Accordingly, we established a conditional Pax8-Cre *Pten* knockout mouse line and an *Arid1a*/*Pten* double knockout line. As a result, a total of three murine models were established, designated *iAD* (*Arid1a*^*flox/flox*^/*Pten*^*WT*^), *iPD* (*Arid1a*^*WT*^/*Pten*^*flox/flox*^), and *iPAD* (*Arid1a*^*flox/flox*^/*Pten*^*flox/flox*^) (Fig. 1a). Gene knockout efficiency in the endometrium of these murine models was robust, as evidenced by undetectable Arid1a immunoreactivity in uterine epithelial cells in *iAD* and *iPAD* mice (Supplementary Fig. 1A, C). Specific inactivation of Pten in *iPD and iPAD* mice was also confirmed by immunohistochemistry (Supplementary Fig. 1B, C).

**Fig. 1:**
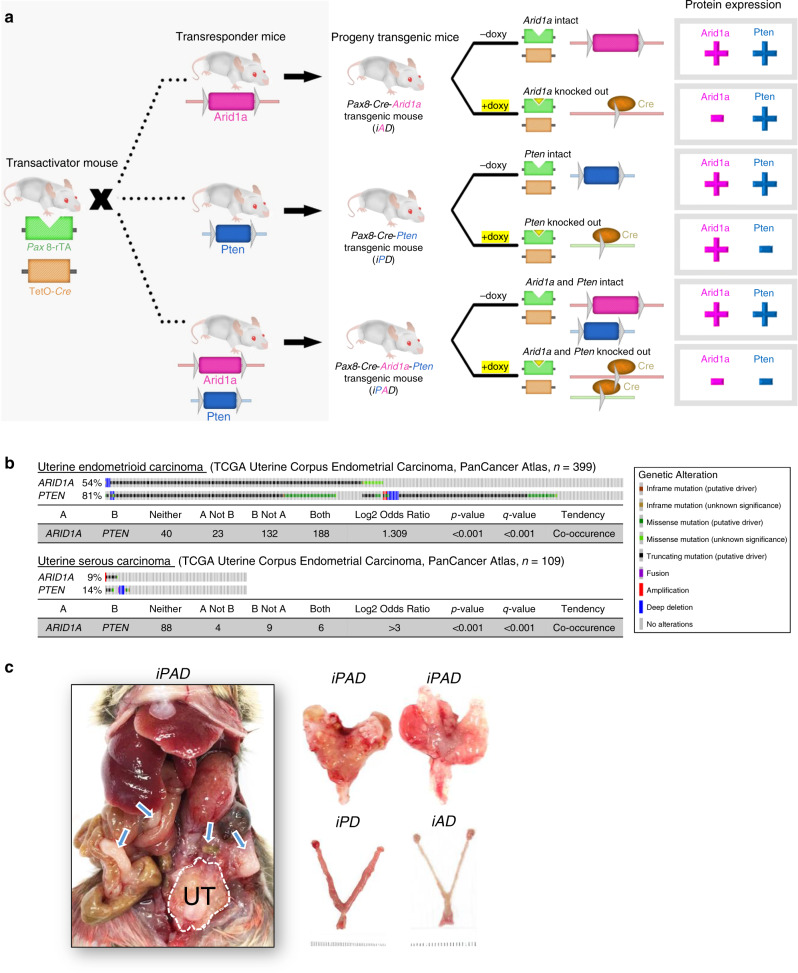
*Arid1a* deletion promotes endometrial cancer invasion in a Pax8-driven conditional knockout mouse model. **a** The strategy in generating tissue-specific, conditional *Arid1a* knockout mouse models. Mice expressing Pax8-driven Cre (Pax8 rTA; TetO-Cre recombinant) were crossed with *Arid1a*^*flox/flox*^ (magenta color) or *Pten*^*flox/flox*^ mice (blue color). Flox-mediated gene recombination is activated by Tetracycline (yellow triangle) or its analog, doxycycline, which induces expression of Cre recombinase (orange color) in Pax8-expressing (green color) tissues. Cre subsequently mediates excision of the floxed gene segment of interest. rTA, reverse tetracycline-controlled transactivator; TetO, tetracycline operator; Cre, Cre recombinase; doxy, doxycycline. **b** Reported *ARID1A* and *PTEN* alterations in uterine endometrioid carcinoma and uterine serous carcinoma subtypes of the TCGA uterine endometrial carcinoma PanCancer Atlas dataset. *p*-values were determined by one-sided Fischer exact test. *q*-values were determined by Benjamini–Hochberg FDR correction. **c** Representative images of *iAD*, *iPD*, and *iPAD* uteri 6 weeks after doxycycline treatment. Local and peritoneal disseminated tumors (blue arrows) were only observed in *iPAD* mice. UT, uterine.

Simultaneous deletions of *Arid1a* and *Pten* in *iPAD* mice resulted in grossly visible uterine tumors 6 weeks after doxycycline-induced knockout, while *iAD* mice or *iPD* mice (with single gene knocked out) did not present any gross tumors at the same time (Fig. 1c). In contrast, enlarged uteri containing endometrial tumors were present in *iPAD* mice. Local and peritoneal disseminated tumor nodules reflecting advanced stages were observed in doxycycline-treated *iPAD* mice within 6 weeks (Fig. 1c).

We performed histological examination on *iAD* mice and did not observe any microscopic abnormalities in uteri or other organs during a prolonged observation period (24 weeks, *n* = 110; Fig. 2a, b). At 2 weeks after doxycycline-induced knockout, *iPD* mice displayed uterine endometrial intraepithelial neoplasia (EIN), a pre-cancerous stage of invasive endometrioid carcinoma, in 17 of 20 mice (85%, Fig. 2a, b). Pax8 immunoreactivity was observed in all epithelial cells of mouse uterus, regardless of benign or neoplastic (Fig. 2b, c). The progression of these premalignant lesions in *iPD* mice was relatively slow or stagnant, as similar EIN distributions was detected at week 2 and week 6 after induced *Pten* deletion (Fig. 2a). In contrast, a highly-penetrant, early onset endometrial carcinoma was observed in all *iPAD* mice (*n* = 17) exhibiting a confluent glandular growth pattern 2 weeks after doxycycline administration (Fig. 2a–c). These tumors progressed rapidly to highly invasive carcinoma with morphological and clinical features similar to advanced endometrioid carcinoma. Myometrial and angiolymphatic invasions followed by tumor dissemination to the intraperitoneal cavity, and lymph node metastasis, which are characteristics of advanced endometrioid carcinoma, were observed in tumors from *iPAD* mice 6 weeks after doxycycline injection (Fig. 2a). By comparison, myometrial invasion was found in only 3 of 30 (10%) *iPD* mice after more than 16 weeks of *Pten* deletion (Fig. 2a, c). All mice with the same transgene, but without doxycycline administration, were free of tumor at all time points examined, indicating that there was minimal leakage of the Pax8-Cre induction system (Fig. 2a). Doxycycline-treated *iPAD* mice had a significantly shortened median survival time of 9.75 weeks (*p* < 0.001, log-rank test), with the majority of mice succumbing to their disease by 20 weeks (Fig. 2d). Lymph nodes metastasis was observed in 30% of mice (Fig. 2e). In contrast, all doxycycline-treated *iPD* mice were alive and active at 20 weeks (Fig. 2a).

**Fig. 2:**
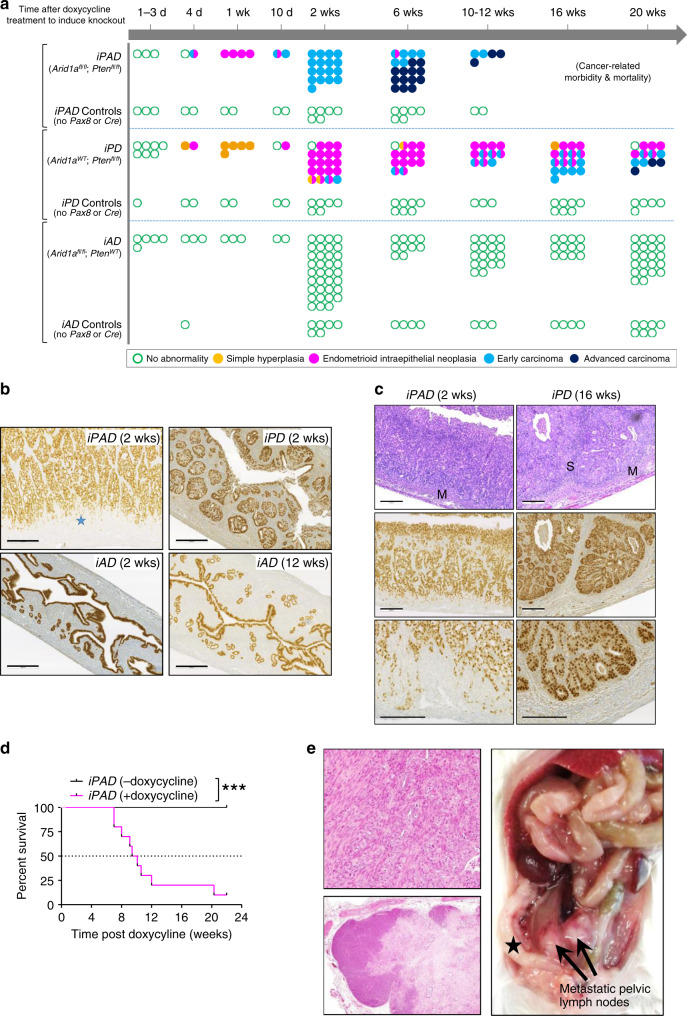
Histopathological characterization of endometrial cancer invasion in *Arid1a* conditional knockout mouse model. **a** Diagram summarizing timeline and the corresponding phenotypes of mice with doxycycline-induced gene knockout in the endometrial epithelium. Pathological assessment was not performed on *iPAD* mice at weeks 16 and 20 due to cancer-related morbidity and mortality. All *iPAD* control mice were alive and active at both 16 and 20 weeks. Each circle represents an individual uterine sample. d, day; wk, week. *iPAD*: inducible *Pten* and *Arid1a* deletion; *iPD*: inducible *Pten* deletion; *iAD*: inducible *Arid1a* deletion. **b** Representative Pax8 immunohistochemistry (expressed in all epithelial cells of mouse uterine epithelium) highlighting the morphology of normal and lesional endometrial epithelial cells of *iAD*, *iPD*, and *iPAD* mice. Mice were treated with doxycycline for the period indicated at the top right corner. Blue star indicates tumor invasion into stroma. Wks, weeks. Scale bars, 300 µm. **c** Representative H&E (top 2 images) and Pax8 immunoreactivity (bottom 4 images) comparing morphological features between *iPAD* and *iPD* carcinomas at 2 weeks and 16 weeks. S, stromal; M, muscle. Scale bars, 200 µm. **d** Kaplan–Meier survival plot of *iPAD* mice with (magenta line) or without (black line) doxycycline-induced deletion. The dotted line indicates median survival. ***p < 0.001; log-rank test. **e** Metastasis of endometrial carcinoma to peritoneal lymph nodes. Left: gross photo from an *iPAD* mice 4 weeks after doxycycline treatment. Arrows indicate lymph nodes with tumor metastasis. Photomicrographs: H&E stained slides show invasive endometrial carcinoma in the right uterus (asterisk) (upper panel) and metastatic carcinoma within a representative lymph node (bottom panel).

Individual examination of bilateral uteri of *iPAD* mouse at 2 weeks and 6 weeks post doxycycline-induced gene deletion revealed that non-invasive endometrial carcinoma has progressed to invasive carcinoma in all mice (Supplementary Fig. 2A). Necropsy of *iPAD* mice at 6 weeks post doxycycline treatment showed no macroscopic or microscopic abnormalities in other organs. Histopathological examination indicated that the kidneys from representative *iPAD* mice remained intact and tumor-free (Supplementary Fig. 2B), while endometrioid-like tumors were found throughout the uterus (Supplementary Fig. 2C).

Since the loss of Pten is associated with activation in the Pi3k and Akt pathway, we evaluated expression levels of p-Akt (Ser473) by immunohistochemistry in representative mouse uteri from all 3 mouse cohorts. Two weeks after the knockout, p-Akt immunoreactivity was detectable in EIN in *iPD* and *iPAD* but not in the endometrium of *iAD* mice (Supplementary Fig. 3). These data provide support that Pi3k activation occurs in mice with *Pten* deletion.

### *iPAD* tumors molecularly recapitulate human endometrial cancer

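The RNA came from the uteri of 4 *iPAD* mice, in which Arid1a and Pten were deleted in the Pax8-expressing uterine epithelium, and of 4 *iPD* mice, in which Pten alone was deleted, harvested 2 weeks after the knockout was induced with doxycycline. Whole uterine tissue was used, so the epithelium that carries the deletions was measured together with stroma, smooth muscle, vessels and immune cells. By the paper's histopathology every *iPAD* mouse had endometrioid carcinoma and every *iPD* mouse the precursor lesion EIN. A difference between the genotypes therefore cannot be told apart from a difference between these 2 lesions. Arid1a encodes a subunit of the SWI/SNF chromatin remodeling complex, and Pten a phosphatase that opposes Pi3k signaling. Each library was read as pairs of 100-base reads. The paper's mapping table lists 18308515 to 24900491 aligned read pairs per *iPAD* library (median 23374836) and 21537116 to 23802319 per *iPD* library (median 23515599.5). Read counts per gene were not analysed here, so the depth behind a single gene's value is not known. The authors aligned the reads to the mouse genome build mm10 with TopHat, assembled and merged transcripts with Cufflinks and Cuffmerge. They used Cuffdiff to give each gene's level in each mouse as FPKM, a fragment count scaled to transcript length and to the number of mapped fragments. The deposited table has 35364 loci, and 32256 of them were given at least 1 gene symbol through their RefSeq accessions. From these values, log2(FPKM + 0.5) was compared between the genotypes with limma. The p-values were adjusted by the Benjamini-Hochberg method over the 12497 loci with a mean above 1 FPKM in either genotype. A gene was called at an adjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper. Cuffdiff marks 21 loci as above its read limit and lists them at 0 in one or both genotypes, among them those of the secreted proteins Lcn2, Spp1 and Ltf. They were left out, a choice made after the files were seen. In simulated data of the same size, 200 genes were changed and the noise was independent between genes and mice. There the test recovered 48% of the genes changed by 1 on the log2 scale and 85% of those changed by 2. These shares need not hold for the real data, where more genes passed. The sample labels name the strain C57BL/6, whereas the paper describes a mixed background of C57BL/6, BALB/c and S129.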

To identify the molecular features and differentially expressed genes in *iPAD* and *iPD* mouse tumors, we performed transcriptome profiling using RNA-seq. A list of 1156 genes showed a significant difference in mRNA expression levels between *iPAD* and *iPD* tumors, suggesting that these genes could be related to *Arid1a* gene deletion (FDR < 0.05, Benjamini–Hochberg FDR correction, and fold change >1.5) (Supplementary Data 1). 

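Arid1a was lower in every *iPAD* uterus, at 4.45 ± 0.539 FPKM (SD, n = 4 mice) against 8.63 ± 0.601 FPKM (SD, n = 4) in *iPD* uteri. Among the largest increases in *iPAD* tumors were those of Ly6d, a surface protein of stratified epithelia, at 563 ± 45 against 7.41 ± 6.34 FPKM, and Krt20, a keratin of gastrointestinal and urothelial epithelia, at 22.2 ± 6.57 against 0.809 ± 0.429 FPKM (SD, n = 4 each). Among the decreases were those of 2 genes that respond to uterine hormones. Alox15, a lipoxygenase, was at 9.72 ± 2.42 in *iPAD* and 159.6 ± 24.4 FPKM in *iPD* uteri, and Calb1, a calcium-binding protein, at 3.83 ± 3.18 and 65.4 ± 5.83 FPKM (SD, n = 4 each). Of 12497 loci tested, 375 were higher and 402 lower in *iPAD* tumors. In 765 of these 777 every *iPAD* mouse lay on one side of every *iPD* mouse, as did 1679 of all loci tested, where chance alone gives 2.86%. Leaving out iPAD replicate 1 gave 222 higher and 218 lower loci, and leaving out iPD replicate 1 gave 241 higher. Leaving out iPAD replicate 3 or iPD replicate 3 gave 254 or 264 lower. The counts were larger without iPD replicate 2 (508 higher and 515 lower), with array weights (706 and 780) and by the authors' p-values (500 and 667).
Arid1a lies on chromosome 4 of mm10 from 133679008 to 133753977. Its log2 fold change was -0.89 (standard error 0.14, adjusted p = 0.00581 from limma), and the 2 genotypes did not overlap (two-sided exact permutation test, p = 0.029, the smallest p that 4 mice against 4 allow). Of the 22 SWI/SNF subunits measured Arid1a alone was called, also when adjusted over the list alone. Smarca4, an ATPase of the complex, had a log2 fold change of 0.17 (adjusted p = 0.759 from limma). By camera, limma's test of a list against all other genes, the subunits had no common direction (adjusted p = 0.494, and adjusted p = 0.89 with an estimated correlation). Pten, deleted in both genotypes, was at 5.53 ± 1.22 in *iPAD* and 6.11 ± 2.76 FPKM in *iPD* uteri (SD, n = 4; adjusted p = 0.97 from limma).
Other increases included those of Cdh16, a cadherin, with a log2 fold change of 4.05 (adjusted p = 0.0011), of the glycosyltransferase Galnt14 with 3.90 (adjusted p = 0.000171) and of the cell surface protein Psca with 3.82 (adjusted p = 0.0398, all from limma). The call of Psca was lost in 6 of the 8 fits that left out 1 mouse. Of 21 markers of squamous epithelium listed, 11 were tested. Of these, Ly6d with a log2 fold change of 6.46 and the cornified envelope protein Sprr1a with 1.98 were higher. Krt13 with -1.99 was lower, and 8 did not pass the test (3 higher and 1 lower when adjusted over the list alone). The list had a mean log2 fold change of 0.62, a median of -0.05, from -0.14 (iPAD replicate 2 or iPD replicate 1) to 0.18 (iPAD replicate 3) without single mice, and no common direction by camera (adjusted p = 0.494, and adjusted p = 0.88 with an estimated correlation). By limma's fry, which does not compare a list with other genes, it moved on balance upward (adjusted p = 0.036), and its mean separated the genotypes (exact permutation test, p = 0.029). That mean draws heavily on the 6.46 of Ly6d, and 6 of the 11 genes were negative.
Of 18 hormone response genes, 5 were lower, none was higher and 13 did not pass the test (7 lower and 1 higher when adjusted over the list alone). Calb1 had a log2 fold change of -4.29 (standard error 0.52, adjusted p = 0.00165 from limma) and Alox15 of -3.99 (standard error 0.21, adjusted p = 6.99e-05 from limma). The progesterone receptor Pgr had a log2 fold change of -1.67 (standard error 0.21, adjusted p = 0.00205), the epithelial ligand Wnt7a of -1.54 (standard error 0.23, adjusted p = 0.0044) and, chosen after its values were seen, Greb1 of -1.34 (standard error 0.19, adjusted p = 0.00385, all from limma). As a list they ranked low by camera (adjusted p = 0.000433). In the test that estimates the correlation between genes, here at -0.016, this did not hold after adjustment (p = 0.0051, and adjusted p = 0.13 with an estimated correlation). By fry they moved on balance downward (adjusted p = 9.5e-05), and the list mean separated the genotypes (exact permutation test, p = 0.029). The oestrogen receptor Esr1 was at 20.4 ± 1.9 and 23.0 ± 4.41 FPKM (SD, n = 4; adjusted p = 0.764 from limma). Lpar3, a lysophosphatidic acid receptor of the uterine epithelium, had a log2 fold change of -3.14 (adjusted p = 0.000171) and Thrsp, a regulator of lipid synthesis, of -3.56 (adjusted p = 0.00096, both from limma). The paper's text does not give the stage of the oestrous cycle of these mice.

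**Figure D1:**
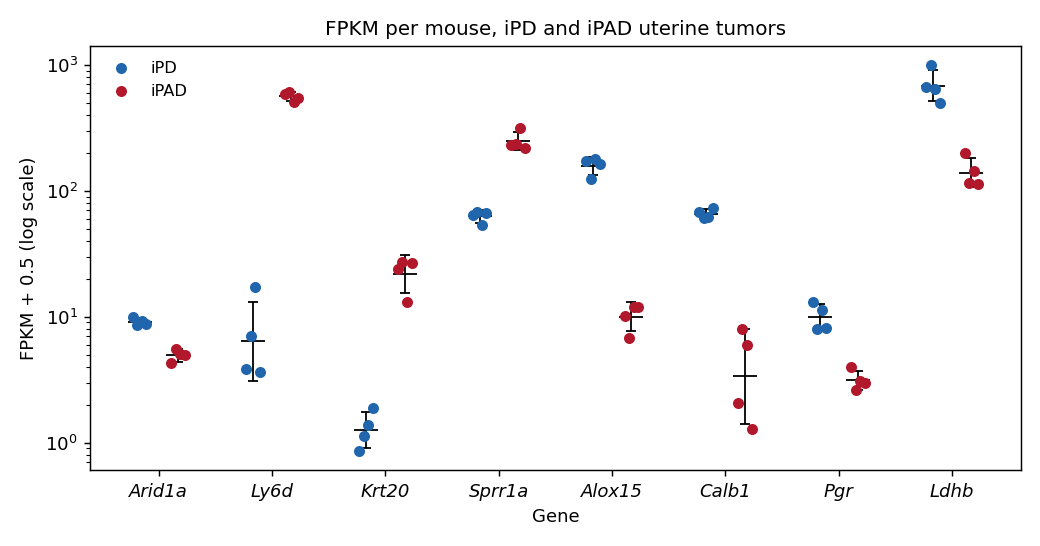
Levels of 8 genes in each mouse, as FPKM + 0.5 on a log axis, in *iPD* (blue) and *iPAD* (red) uteri, 4 mice each. Horizontal bars mark the mean of the log2 values and error bars their SD. The genotypes do not overlap for any of these genes.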

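Interferon-gamma response genes and Wnt target genes moved in both directions in *iPAD* tumors. Of 28 interferon-gamma response genes, 4 were lower, 1 was higher and 23 did not pass the test (7 lower and 1 higher when adjusted over the list alone). The calls moved with single mice, to 0 lower without iPAD replicate 2 or iPD replicate 1, 1 without iPAD replicate 3 or 4 and 5 without iPD replicate 2, and to 0 higher in each fit but those without iPAD replicate 2 or 3. Ubd, a ubiquitin-like modifier, was at 1.13 ± 0.627 in *iPAD* and 12.6 ± 9.58 FPKM in *iPD* uteri, and H2-Aa, an antigen-presenting chain of MHC class II, at 20.9 ± 7.58 and 53.2 ± 17.3 FPKM (SD, n = 4 each). The chemokine Cxcl10 went the other way, at 16.1 ± 5.86 and 7.37 ± 1.13 FPKM (SD, n = 4 each).
The log2 fold changes were -2.74 for Ubd (adjusted p = 0.0302), -2.49 for the guanylate-binding protein Gbp4 (adjusted p = 0.0342) and -1.33 for H2-Aa (adjusted p = 0.0272, all from limma). They were 1.02 for Cxcl10 (adjusted p = 0.0441) and, chosen after its values were seen, -0.84 for Gbp3 (adjusted p = 0.0176, both from limma). In the 8 fits that left out 1 mouse, the adjusted p reached 0.138 for Cxcl10, 0.0957 for Gbp4, 0.0834 for H2-Aa and 0.0761 for Ubd. The list ranked low by camera (adjusted p = 0.0029), and not in the test that estimates the correlation between genes (adjusted p = 0.82 with an estimated correlation) nor without iPAD replicate 3 or iPD replicate 4. Of 16 listed markers of T and NK cells, sources of interferon-gamma, 7 were tested. Of these, 3 were lower and 4 did not pass the test (1 to 4 lower without single mice), with a median log2 fold change of -1.10. They ranked low by limma's camera (adjusted p = 0.000239, and adjusted p = 0.36 with an estimated correlation). Ifng itself was listed at a mean of 0 in *iPAD* and 0.0516 FPKM in *iPD* uteri, below the level tested.
Of 19 Wnt target genes, 2 were higher, 3 lower and 14 did not pass the test (5 higher and 3 lower when adjusted over the list alone). Leaving out iPD replicate 2 gave 4 higher and 1 lower, and leaving out any other mouse gave 0 or 1 higher and 1 or 2 lower. Nkd2, an inhibitor of the Wnt pathway, with a log2 fold change of 1.10 (adjusted p = 0.0367) and the receptor Ephb2 with 0.97 (adjusted p = 0.0348, both from limma) were higher. Mmp7, a matrix protease, was lower at 49.8 ± 21.9 against 209.9 ± 111 FPKM (SD, n = 4 each; adjusted p = 0.0405 from limma). The receptor Tnfrsf19 with -0.82 (adjusted p = 0.0109) and, chosen after its values were seen, the ubiquitin ligase Rnf43 with -0.69 (adjusted p = 0.0428, both from limma) were lower too. The calls of Nkd2 and Mmp7 were each lost in 7 of the 8 fits that left out 1 mouse, and that of Ephb2 in 6. The list had no common direction in camera (adjusted p = 0.59, and adjusted p = 0.89 with an estimated correlation). Ctnnb1, the gene of beta-catenin, was at 258 ± 49.1 and 262 ± 61.1 FPKM (SD, n = 4; adjusted p = 0.997 from limma).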

Ingenuity pathway analysis (IPA) demonstrated IFNG, TNF, TGFB1, CTNNB1, and TP53 as the top upstream network regulators among the differentially expressed genes of the Arid1a-associated mouse transcriptome (Fig. 3a and Supplementary Data 2).

**Fig. 3:**
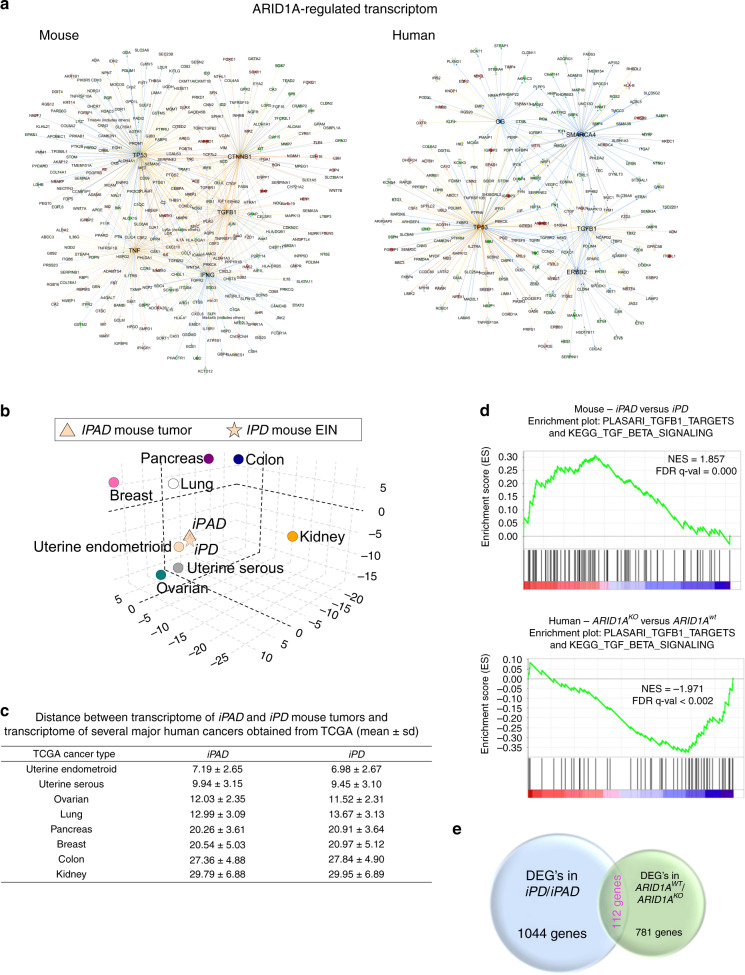
Network and distance analysis of the transcriptome of *iPAD* and *iPD* mouse endometrial tumors. **a** Interconnected networks of the top six upstream regulators predicted by IPA from the ARID1A-regulated transcriptome in mouse (left) and in human (right). Magenta color indicates transcripts upregulated and green color indicates transcripts downregulated following *ARID1A* deletion. **b** Euclidean molecular distance matrix assessing the similarity between transcriptome derived from *iPAD* mouse uterine tumors, *iPD* mouse endometrioid intraepithelial neoplasis (EIN), and TCGA transcriptome data obtained from several major types of human cancers. **c** Euclidean distance between the transcriptome data of mouse endometrial tumors and 7 major types of human cancer from TCGA. The values show the mean and standard deviation of the distances in 3-D principal component analysis space. **d** Enrichment plots from gene set enrichment analysis (GSEA). GSEA was performed to assess enrichment of TGF-β target gene signature^23^ in ARID1A-associated mouse (FDR = 0.000) and human (FDR < 0.002) transcriptomes. NES: normalized enrichment score. FDR values were determined by Benjamini–Hochberg FDR correction. **e** Venn diagrams of differentially expressed genes (DEGs) in mouse and human transcriptomes. The DEGs between *iPAD* and *iPD* mouse tumors and the isogenic pairs of *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells were identified in Supplementary Data 1 and Supplementary Data 3, respectively. The numbers of DEGs in each group and the overlap between groups are shown in the Venn diagrams.

To assess molecular relevance of the mouse tumors to corresponding human tumors, we compared the mouse transcriptome data from *iPAD* and *iPD* uterine tumors with the transcriptome data from 7 major human carcinomas from The Cancer Genome Atlas (TCGA) PanCancer Atlas database, which were selected based on their histological similarity to endometrioid carcinomas, such as a confluent glandular growth pattern. In addition, uterine serous carcinoma was also included in analysis. By performing Principal Component and Euclidean Distance analyses, we found that *iPAD* and *iPD* tumors were most similar to human uterine endometrioid carcinoma, as reflected by the shortest Euclidean distance (Fig. 3b, c). 

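The *iPAD* tumors resembled one another more closely than they resembled *iPD* tumors. Over the 12497 loci, the mean Euclidean distance of log2(FPKM + 0.5) was 63.9 between pairs of *iPAD* mice, 82.9 between pairs of *iPD* mice and 92.4 between mice of different genotype. The mean distance between genotypes exceeded that within them by 19.1, and none of the other splits of the 8 mice into 4 and 4 gave as large a value (exact permutation test over 35 splits, p = 0.029). The first principal component held 35.4% of the variance and separated the genotypes, the second held 28.7% and the third 12.3%. Along the second component iPD mouse 2 stood farthest from the other *iPD* mice, at -47.5 against 9.90 for iPD mouse 1, 38.9 for iPD mouse 4 and 46.1 for iPD mouse 3. In that mouse Tgfbi, a matrix protein induced by TGF-β, was at 95.1 FPKM against at most 20.9 FPKM in the other *iPD* mice, and the epithelial cadherin Cdh1 was at 81.7 FPKM against at least 149.5 FPKM. The epithelial markers Epcam, at 401 ± 55.1 in *iPAD* and 487 ± 111 FPKM in *iPD* uteri, and Krt8, at 1925 ± 736 and 2191 ± 473 FPKM (SD, n = 4 each), did not differ between the genotypes (adjusted p = 0.608 and 0.776 from limma). None of 16 markers of simple epithelium passed limma's test, also when adjusted over the list alone. At an unadjusted p under 0.05 there was 1 of them, lower, and Cuffdiff called 0. As a list they had no common direction by camera (adjusted p = 0.59, and adjusted p = 0.89 with an estimated correlation). The human tumors of this comparison are not among the files and were not analysed here.

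**Figure D2:**
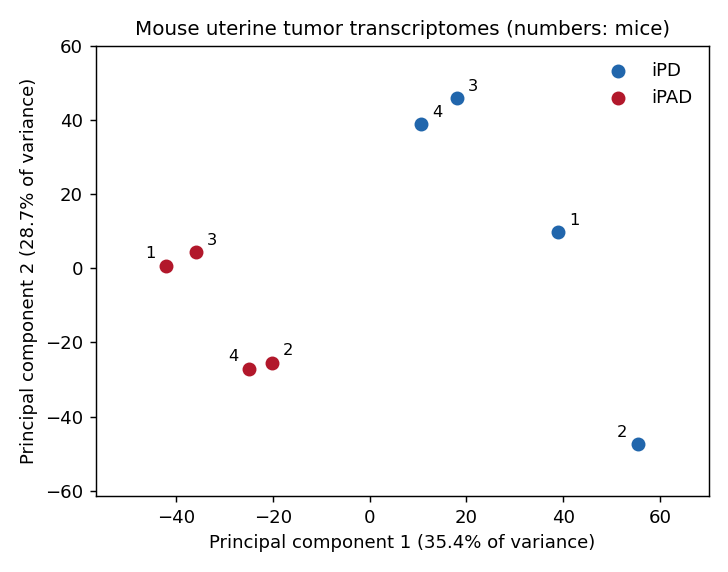
First and second principal components of log2(FPKM + 0.5) in the 8 mice, in units of the component scores, with *iPD* mice in blue, *iPAD* mice in red and the mouse numbers beside the points. The 4 *iPAD* mice lie at the left, and iPD mouse 2 lies at -47.5 on the second component.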

Gene set enrichment analysis (GSEA)^22^ was performed on TGFB1 target signature molecules^23^ against all of the *iPAD/iPD* mouse transcriptome shown in Supplementary Data 1. This analysis demonstrated that the TGF-β gene set was over-represented in the Arid1a-regulated transcriptome identified in mouse tumors (FDR = 0.000, Benjamini–Hochberg FDR correction) (Fig. 3d, top).

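Several genes known to be induced by TGF-β were higher in *iPAD* tumors, and none of those listed was lower. Of 31 TGF-β response genes, 5 were higher and 26 did not pass the test (10 higher and none lower when adjusted over the list alone). There were 9 higher without iPD replicate 2 and 3 without iPAD replicate 1. The largest increase was that of Ankrd1, a nuclear ankyrin-repeat protein, at 11.2 ± 2.49 FPKM in *iPAD* and 0.227 ± 0.0469 FPKM in *iPD* uteri. Ccn2 (Ctgf), a matricellular growth factor, was at 89.1 ± 28.0 and 16.0 ± 6.89 FPKM, and Ccn1 (Cyr61), of the same family, at 102 ± 18.7 and 34.1 ± 17.0 FPKM (SD, n = 4 each).
The log2 fold changes were 3.99 for Ankrd1 (standard error 0.18, adjusted p = 2.6e-05), 2.50 for Ccn2 (standard error 0.35, adjusted p = 0.00333) and 1.65 for Ccn1 (standard error 0.30, adjusted p = 0.0114, all from limma). They were 1.14 for Lox, which crosslinks collagen (standard error 0.23, adjusted p = 0.0217), and, chosen after its values were seen, 1.12 for the transglutaminase Tgm2 (standard error 0.22, adjusted p = 0.0155, both from limma). The call of Lox was lost in 3 of the 8 fits that left out 1 mouse, where its adjusted p reached 0.0789. Thbs1, a matrix protein that activates latent TGF-β, had a log2 fold change of 1.14 (adjusted p = 0.0556) and the matrix protein Tnc of 1.48 (adjusted p = 0.0857, both from limma), and both were called without iPD replicate 2, Thbs1 with an adjusted p of 0.0214. Among the other members, which did not pass the test, were Klf10 with a log2 fold change of 0.10 (adjusted p = 0.823), Cdkn1a with 0.75 (adjusted p = 0.365) and Col3a1 with -0.39 (adjusted p = 0.525, all from limma). Over the list the median log2 fold change was 0.32, which was 0.49 without iPD replicate 3, and 7 of 31 genes were negative (3 of 31 without iPD replicate 2). The list ranked high by camera (adjusted p = 0.000325), and not in the test that estimates the correlation between genes (adjusted p = 0.36 with an estimated correlation). Limma's fry, which asks if the genes of a list move on balance one way, gave an adjusted p of 0.019. The signature that the paper tested is not in the files, so these genes are another list, fixed before the values were examined but after the gene symbols of Supplementary Data 1 had been seen.

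**Figure D3:**
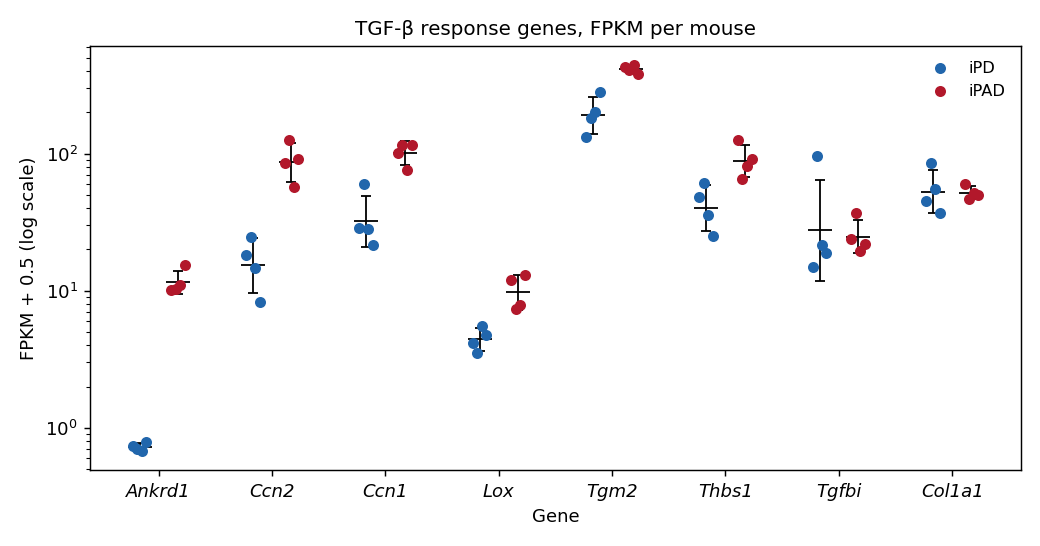
Levels of 8 TGF-β response genes in each mouse, as FPKM + 0.5 on a log axis, in *iPD* (blue) and *iPAD* (red) uteri, 4 mice each, with bars for the mean of the log2 values and error bars for their SD. Ankrd1, Ccn2, Ccn1, Lox, Tgm2 and Thbs1 do not overlap between the genotypes, whereas Tgfbi and Col1a1 do. Tgm2 and Col1a1 lie outside the rule for naming genes.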

We next performed RNA-seq analysis on two isogenic pairs of human endometrial epithelial cell cultures with or without *ARID1A* gene, designated as wild-type (*ARID1A*^*WT*^) and knockout (*ARID1A*^*KO*^) cells. These pairs of *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cell lines were established from human endometrial epithelium using a CRISPR/Cas9 genome editing^24^. Both *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells harbored wild-type *PTEN* and expressed a similar level of PTEN protein (Supplementary Fig. 4A). Our analysis identified 893 differentially expressed genes that were consistently regulated by ARID1A in both biological duplicates and regardless of whether it was grown under normal growth or serum-starved conditions (FDR < 0.05, Benjamini–Hochberg FDR correction, and fold change >1.5) (Supplementary Data 3). 

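Of the genes that the paper lists as regulated by ARID1A in human endometrial epithelial cells (Supplementary Data 3), 626 were measured in the mouse tumors, and 75 of them were called between *iPAD* and *iPD* uteri. In 48 of these the mouse and human changes ran the same way, 20 higher and 28 lower without Arid1a, and in 27 they ran in opposite ways. Lower in both were Ldhb, a lactate dehydrogenase subunit, at 142 ± 39.9 in *iPAD* and 702 ± 208 FPKM in *iPD* uteri (SD, n = 4 each; log2 fold change -2.29, adjusted p = 0.00108 from limma), and Arid1a. Higher in both were Ankrd1 with a log2 fold change of 3.99 (adjusted p = 2.6e-05) and Ccn2 with 2.50 (adjusted p = 0.00333, both from limma). So was Sesn2, a stress-induced sestrin, with a log2 fold change of 0.91 (adjusted p = 0.0486 from limma). Cd68, a lysosomal protein of macrophages, was higher in *iPAD* tumors with a log2 fold change of 1.05 (adjusted p = 0.0112 from limma) and lower in the human knockout cells. Csf1, the growth factor of macrophages, chosen after its values were seen, was lower in *iPAD* tumors with -1.26 (adjusted p = 0.0277 from limma) and higher in the human cells. Direction in the mouse went with direction in the human cells (odds ratio 3.08, two-sided Fisher's exact test, p = 0.022), a test across genes, which are not independent replicates. The number shared was 37, 47, 43 and 49 without iPAD replicates 1 to 4, and 46 without iPD replicate 1 or 3. It was 99 without iPD replicate 2, 128 with array weights and 117 by the authors' p-values. The call of Sesn2 was lost in 7 of the 8 fits that left out 1 mouse, where its adjusted p reached 0.146. Genes were matched by symbol, and the human values are the paper's.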

We identified 112 differentially expressed genes were common between the mouse and the human transcriptomes (Fig. 3e). 

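Genes of glutathione and redox metabolism, cell adhesion, and matrix remodeling changed in both directions in *iPAD* tumors, and cell cycle genes did not pass the test. Gsta4, a glutathione transferase that clears lipid aldehydes, was at 279 ± 59.3 in *iPAD* and 41.5 ± 20.2 FPKM in *iPD* uteri, whereas Gpx2, an epithelial glutathione peroxidase, was at 45.3 ± 28.0 and 268 ± 113 FPKM (SD, n = 4 each). The collagenase Mmp13 was at 12.2 ± 7.71 and 0.409 ± 0.294 FPKM, and the endothelial and leukocyte adhesion molecule Icam2 at 3.82 ± 1.04 and 27.5 ± 3.34 FPKM (SD, n = 4 each).
Of 30 glutathione and redox genes, 4 were higher, 3 lower and 23 did not pass the test (4 higher and 4 lower when adjusted over the list alone). The log2 fold changes were 2.86 for Gsta4 (adjusted p = 0.00204), 2.02 for the transferase Gstt1 (adjusted p = 0.0129), -2.69 for Gpx2 (adjusted p = 0.0118) and -2.08 for the retinaldehyde dehydrogenase Aldh1a1 (adjusted p = 0.00829, all from limma). Akr1b8 and Prdx5 were also higher and Gstm1 lower, named after their values were seen. Gsta4, Gstt1 and Gstm1 belong to families of related genes whose reads can be shared. Of 27 glycolysis and hypoxia genes, Ldhb, the aldolase Aldoc with -2.13 (adjusted p = 0.00161) and the carbonic anhydrase Car9 with -1.67 (adjusted p = 0.0121, both from limma) were lower, and the other 24 did not pass the test (3 lower and none higher when adjusted over the list alone). Camera found no common direction for the redox genes (adjusted p = 0.865, and adjusted p = 0.89 with an estimated correlation), whose median log2 fold change was 0.06, from -0.02 (iPD replicate 2) to 0.12 (iPD replicate 3) without single mice, and mean -0.03. It found none for the glycolysis genes (adjusted p = 0.94, and adjusted p = 0.98 with an estimated correlation), with a median of 0.31, which was 0.01 without iPD replicate 2, and a mean of -0.06.
Of 36 adhesion and junction genes, 4 were higher, 5 lower and 27 did not pass the test (5 higher and 7 lower when adjusted over the list alone). There were 3 lower without iPAD replicate 1, iPAD replicate 4 or iPD replicate 3. Besides Cdh16, the claudin Cldn6 was higher with a log2 fold change of 2.74 (adjusted p = 0.000342), and Icam2 with -2.73 (adjusted p = 0.000197) and the claudin Cldn10 with -2.56 (adjusted p = 0.00334, all from limma) were lower. Ncam1 and Itga1 were higher and Cldn2, Lamc2 and Icam1 lower as well, named after their values were seen. This list had no common direction by camera (adjusted p = 0.437, and adjusted p = 0.82 with an estimated correlation).
Of 25 matrix proteases, inhibitors and matrix-modifying enzymes, 7 were higher, 3 lower and 15 did not pass the test (10 higher and 3 lower when adjusted over the list alone). The number higher was 10 without iPD replicate 2, 4 without iPAD replicate 2, iPD replicate 1 or iPD replicate 3, and 3 without iPAD replicate 1 or 4. The increases were led by Mmp13 with a log2 fold change of 3.67 (adjusted p = 0.00107) and the stromelysin Mmp10 with 3.17 (adjusted p = 0.000254, both from limma). The decreases were those of Mmp7, the plasminogen activator Plat with -1.87 (adjusted p = 0.00408 from limma) and, named after its values were seen, the heparanase Hpse. The list ranked high by camera (adjusted p = 0.00235), and not in the test that estimates the correlation between genes (adjusted p = 0.57 with an estimated correlation). By fry it moved on balance upward (adjusted p = 0.039), but its mean did not separate the genotypes (exact permutation test, p = 0.057). None of 30 cell cycle genes passed the test in limma, also when adjusted over the list alone. At an unadjusted p under 0.05 there was 1, higher, and Cuffdiff called 0. The log2 fold changes were 0.05 for the replication clamp Pcna (adjusted p = 0.948) and 0.29 for the thymidine kinase Tk1 (adjusted p = 0.472, both from limma), and camera found no common direction with all 8 mice (adjusted p = 0.63, and adjusted p = 0.89 with an estimated correlation). Without iPD replicate 1 the list ranked high (camera adjusted p = 0.038), and without iPAD replicate 3 or iPD replicate 2 its direction turned. Gene Ontology terms were not tested, and these lists are shorter ones made by hand.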

Gene ontology analysis revealed that both the mouse and the human transcriptomes have common GO enrichment terms, such as oxidation-reduction, cell adhesion, cell proliferation, and cell migration processes in biological process GO category (Supplementary Data 5) and protein binding and oxidoreductase activity in molecular function GO category (Supplementary Data 5). IPA analysis of 893 ARID1A-associated genes from the human transcriptome showed that the upstream regulatory networks were similar to those identified in the murine tumor models (Fig. 3a and Supplementary Data 4). Among them, TGFB1 and TP53 networks were shared between ARID1A-regulated transcriptomes identified in murine tumors and human endometrial epithelial cells. 

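Among p53 target genes, Sfn, which encodes the epithelial 14-3-3 sigma protein, was higher in *iPAD* tumors, at 282 ± 12.3 FPKM (SD, n = 4) against 102 ± 27.2 FPKM (SD, n = 4) in *iPD* uteri. Of 29 p53 targets measured, 2 were higher, 1 was lower and 26 did not pass the test (2 higher and 1 lower when adjusted over the list alone). Leaving out any single mouse gave 1 or 2 higher and 0 to 2 lower. The log2 fold change was 1.50 for Sfn (standard error 0.19, adjusted p = 0.00235) and -0.77 for the metastasis suppressor Cd82 (standard error 0.16, adjusted p = 0.0247, both from limma), and Sesn2 was the other gene that was higher. The call of Cd82 was lost in 5 of the 8 fits that left out 1 mouse. Trp53 itself was at 56.4 ± 15.6 and 52.0 ± 9.33 FPKM (SD, n = 4; adjusted p = 0.908 from limma), and Cdkn1a, the cell cycle inhibitor induced by p53, at 30.9 ± 9.14 and 19.6 ± 11.5 FPKM (SD, n = 4). The list had no common direction by camera (adjusted p = 0.598, and adjusted p = 0.89 with an estimated correlation). The network scores of the paper come from a commercial knowledge base and were not recomputed.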

GSEA analysis of ARID1A-associated human transcriptome against TGFB1 target signature molecules^23^ revealed an enrichment of TGF-β signaling in *ARID1A*^*WT*^ cells (FDR < 0.002, Benjamini–Hochberg FDR correction) (Fig. 3d, bottom). Our mouse endometrial tumors showed an inverse enrichment of TGFB1 target signature molecules as compared to the human endometrial epithelial cell cultures (Fig. 3d). This opposite observation was likely due to stromal TGF-β signaling in the mouse endometrial tumors, as the intra-tumoral stromal cells are *ARID1A* wild-type and responsive to TGF-β stimulation. Thus, the TGF-β signaling is enriched in *iPAD* tumor but not in the cell culture model.

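The TGF-β genes that the paper found to be regulated by ARID1A in human cells (Supplementary Data 8) showed no common direction in the mouse tumors relative to other genes, although some of them changed strongly. Of 46 of these genes measured in the mouse, 5 were higher, 2 lower and 39 did not pass the test (7 higher and 5 lower when adjusted over the list alone). There were 7 higher and 3 lower without iPD replicate 2, and 3 to 5 higher and 0 or 1 lower without any other mouse. The gap junction gene Gja3 was at 19.9 ± 5.82 in *iPAD* and 1.34 ± 0.699 FPKM in *iPD* uteri, and the retinaldehyde dehydrogenase Aldh1a3 at 5.98 ± 3.42 and 1.08 ± 0.961 FPKM (SD, n = 4 each). The log2 fold changes were 3.51 for Gja3 (adjusted p = 0.000342) and 2.14 for Aldh1a3 (adjusted p = 0.0358, both from limma). The call of Aldh1a3 was lost in 6 of the 8 fits that left out 1 mouse, where its adjusted p reached 0.0986. Ankrd1, Ccn2 and, chosen after its values were seen, Foxc1 were also higher, and Ampd3 and Ptk2b, chosen in the same way, were lower.
Of the 30 genes that were lower in the human knockout cells, 2 were higher (Gja3 and Aldh1a3), 1 was lower and 27 were not called in *iPAD* tumors. Of the 16 that were higher in the human cells, 3 were higher (Ankrd1 and Ccn2 among them), 1 was lower and 12 were not called. Camera placed the 46 genes no higher than other genes (adjusted p = 0.59, and adjusted p = 0.88 with an estimated correlation). By limma's fry, which does not compare a list with other genes, they moved on balance upward (adjusted p = 9.5e-05). Yet 26 of the 46 were positive and 20 negative, so most of the list did not share a rise. Their mean log2 fold change was 0.30, which draws on large increases such as those of Ankrd1 and Gja3. Their median was 0.05, and -0.01 without iPAD replicate 4. The list was chosen by the study in the human cells and not in these mice.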

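Markers of stromal cells did not differ between *iPAD* and *iPD* uteri in the test of all 8 mice, whereas all 5 markers of red blood cells and 3 of 7 markers of T and NK cells were lower in *iPAD* uteri. Of the red blood cell markers, 5 were lower without iPAD replicate 2 or iPD replicate 4, 3 without iPD replicate 3, 2 without iPD replicate 2, 1 without iPAD replicate 1 or 4, and 0 without iPAD replicate 3 or iPD replicate 1. Neither of these lists passed camera when the correlation between its genes was estimated (adjusted p = 0.36 for each with an estimated correlation, from limma). None of 19 stromal markers passed limma's test. When adjusted over the list alone, Postn and Pdgfrb, both chosen after their values were seen, were higher. At an unadjusted p under 0.05 there were 3 higher and 2 lower, and Cuffdiff called 6. Leaving out iPD replicate 2 gave 4 stromal markers higher, and leaving out iPD replicate 4 gave 1 lower. None of 10 smooth muscle or 7 endothelial markers passed, also when adjusted over each list alone. At an unadjusted p under 0.05 there were 1 higher and 1 lower smooth muscle marker and 0 endothelial ones, and Cuffdiff called 2 and 0. The collagen Col3a1 was at 178 ± 40.1 in *iPAD* and 238 ± 71.1 FPKM in *iPD* uteri, the proteoglycan Dcn at 224 ± 173 and 371 ± 275 FPKM, and the smooth muscle protein Tagln at 220.3 ± 88.9 and 174 ± 49.3 FPKM (SD, n = 4 each). The median log2 fold change was -0.21 for stroma, 0.05 for smooth muscle, with a mean of -0.01, and -0.26 for endothelium. Without single mice it ran from -0.39 (iPD replicate 4) to 0.07 (iPD replicate 2) for stroma, from -0.21 (iPAD replicate 1) to 0.15 (iPD replicate 2) for smooth muscle and from -0.38 (iPD replicate 4) to -0.06 (iPD replicate 2) for endothelium. Camera found no common direction in any of them (adjusted p = 0.659, 0.783 and 0.361, and adjusted p = 0.89 with an estimated correlation for each). The mean of the stromal log2 fold changes was 0, because Postn, a matrix protein induced by TGF-β, was far from the others with 2.50 (adjusted p = 0.053 from limma).
Of 16 markers of T and NK cells listed, 7 passed the filter of 1 FPKM, which a gene can pass through its *iPD* mean alone. Of these 7, 3 were lower, none was higher and 4 did not pass the test (5 lower when adjusted over the list alone). The number lower was 4 without iPD replicate 1, 2 without iPD replicate 2 and 1 without any other mouse. The granule protein Nkg7 was at 0.335 ± 0.119 in *iPAD* and 2.24 ± 0.546 FPKM in *iPD* uteri (SD, n = 4 each; log2 fold change -1.70, adjusted p = 0.00177 from limma). Gzma, a granzyme, and Klrd1, an NK receptor, had log2 fold changes of -1.62 (adjusted p = 0.0438) and -1.36 (adjusted p = 0.023, both from limma). Of 12 macrophage markers, Trem2 with -1.87 (adjusted p = 0.0491) and Mpeg1 with -0.79 (adjusted p = 0.0384, both from limma) were lower, Cd68 was higher, and 9 did not pass the test (5 lower and 1 higher when adjusted over the list alone). Of macrophage markers, 2 were lower without iPAD replicate 4, 3 without iPD replicate 4 and 0 without any other mouse. All 5 red blood cell markers were lower, also when adjusted over the list alone, led by Hba-a2 with -3.03 (adjusted p = 0.0247 from limma), whose reads can be shared with Hba-a1, the 1 of the 5 whose values overlap between the genotypes. In the 8 fits that left out 1 mouse, the adjusted p reached 0.116 for Gzma, 0.0768 for Klrd1, 0.145 for Trem2, 0.104 for Mpeg1, 0.077 for Hba-a2, 0.103 for Hba-a1, 0.0978 for Hbb-bt and 0.0598 for Hbb-bs. In limma, camera ranked the markers of T and NK cells (adjusted p = 0.000239), macrophages (adjusted p = 0.000874) and red blood cells (adjusted p = 1.9e-05) low. None of these held in the test that estimates the correlation between genes (adjusted p = 0.36, 0.64 and 0.36 with an estimated correlation). By fry, markers of T and NK cells (adjusted p = 0.019) and red blood cells (adjusted p = 0.031) moved on balance downward, and macrophage markers did not pass (adjusted p = 0.2). The means of the T and NK cell and red blood cell lists separated the genotypes (exact permutation test, p = 0.029 each), and that of the macrophage list did not (p = 0.086). None of 13 neutrophil markers passed the test in limma, also when adjusted over the list alone. Camera found no common direction for them (adjusted p = 0.59, and adjusted p = 0.89 with an estimated correlation), 1 was lower at an unadjusted p under 0.05, and Cuffdiff called 1. S100a8 was at 1857 ± 438 and 1539 ± 1480 FPKM (SD, n = 4 each). RNA of the whole uterus does not show which cells expressed a gene. The paper proposes that stromal TGF-β signaling accounts for the opposite direction of the TGF-β targets in mouse tumors and human cells, reasoning that stromal cells within the tumors keep Arid1a and respond to TGF-β.

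**Figure D4:**
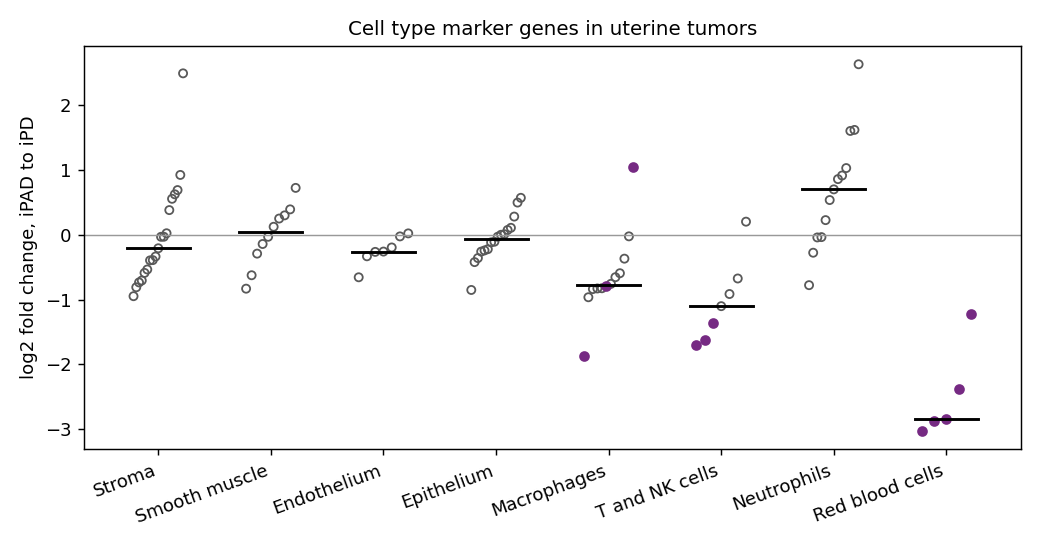
log2 fold changes from *iPD* to *iPAD* uteri of the marker genes of 8 cell types, 1 point per gene, filled where the gene was called, with a line at the median of each list. Most markers of red blood cells and of T and NK cells lie below 0, and the medians of stroma and smooth muscle are -0.21 and 0.05.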

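Among ligands, receptors and regulators of the TGF-β superfamily, the ligand gene Tgfb2 and the activin antagonist Fst were higher in *iPAD* tumors, and the BMP receptor Bmpr1b and the BMP antagonist Nog were lower. Fst was at 45.5 ± 13.4 in *iPAD* and 6.53 ± 0.677 FPKM in *iPD* uteri, and Tgfb2 at 3.75 ± 1.21 and 1.42 ± 0.692 FPKM (SD, n = 4 each). Of 45 genes of this list, 2 were higher, 3 lower and 40 did not pass the test (3 higher and 3 lower when adjusted over the list alone). Leaving out iPD replicate 2 gave 4 higher and 3 lower, and any other mouse 1 or 2 higher and 2 to 4 lower. Their log2 fold changes were 2.66 for Fst (standard error 0.23, adjusted p = 0.000352) and 1.17 for Tgfb2 (standard error 0.29, adjusted p = 0.0486, both from limma), and the call of Tgfb2 was lost in 6 of the 8 fits that left out 1 mouse. They were -1.47 for Bmpr1b (standard error 0.17, adjusted p = 0.0013), -1.26 for Nog (standard error 0.20, adjusted p = 0.0069) and, chosen after its values were seen, -1.03 for the pseudoreceptor Bambi (standard error 0.20, adjusted p = 0.0176, all from limma). Tgfb1 was at 7.34 ± 1.55 and 8.83 ± 1.79 FPKM (SD, n = 4; adjusted p = 0.594 from limma). Its receptors went opposite ways without passing the test, Tgfbr1 with a log2 fold change of 0.65 (adjusted p = 0.0911) and Tgfbr2 with -0.69 (adjusted p = 0.167, both from limma). The genotypes did not overlap for either receptor (exact permutation test, p = 0.029 each), as at 1679 of the 12497 loci tested. The signal transducer Smad3 was at 3.42 ± 0.851 and 3.18 ± 0.548 FPKM (SD, n = 4; adjusted p = 0.909 from limma). Bmp4 was at 4.16 ± 1.74 and 6.59 ± 9.29 FPKM (SD, n = 4), where the *iPD* mean rests on 20.5 FPKM in iPD mouse 2. The list had no common direction by camera (adjusted p = 0.827, and adjusted p = 0.89 with an estimated correlation). RNA levels do not show the activity of the pathway, which depends on phosphorylation.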

### *ARID1A* loss abrogates TGF-β signaling and promotes invasiveness

Our molecular studies discussed above illustrated TGF-β signaling as a component of an ARID1A-regulated network. Moreover, previous studies suggest TGF-β signaling can be regulated by ARID1A^25,26^, which prompted us to interrogate whether ARID1A pathway causally affects TGF-β expression and its related phenotypes. TGF-β is a multifunctional growth factor, and depending on the context, it participates in proliferation, differentiation, migration, and immune suppression/evasion^27,28^. TGF-β signaling is triggered by ligand (such as TGF-β1) binding to heterotetrameric receptors (such as TGFBR2) located on the cytoplasmic membrane, resulting in phosphorylation events that activate signal transducers including SMADs in the nucleus.

To determine if *Arid1a* inactivation attenuated TGF-β signaling in murine models, we performed immunohistochemistry of phospho-Smad3 (Ser465/467), a downstream target of TGF-β, to assess TGF-β signaling activity. Phospho-Smad3 immunoreactivity in uterine epithelial cells was found to be weaker in *iAD* mice with induced *Arid1a*-deletion than in mice without induced knockout (Fig. 4a and Supplementary Fig. 4b). We also measured pSMAD3 and total SMAD3 levels by western blot in a pair of isogenic *ARID1A*^*KO*^ and *ARID1A*^*WT*^ cells and observed a reduction of intrinsic pSMAD3 levels in *ARID1A*^*KO*^ cells compared to *ARID1A*^*WT*^ cells (Fig. 4b, lanes 1 and 2). *ARID1A*^*WT*^ cells responded to the extracellular ligand TGF-β1, as evidenced by enhanced pSMAD3 levels (Fig. 4b, compare lanes 1 and 3). In contrast, the TGF-β1 ligand-induced response is less pronounced in *ARID1A*^*KO*^ cells (Fig. 4b, compare lanes 2 and 4). After normalizing pSMAD3 to total SMAD3, the quantitative ratio of pSMAD3 in the presence or absence of TGF-β1 was 4.6 fold for *ARID1A*^*KO*^ cells and 7.3 fold for *ARID1A*^*WT*^ cells (Fig. 4c). Additionally, in comparison to *ARID1A*^*WT*^ cells, *ARID1A*^*KO*^ cells showed a diminished response to TGF-β1, as demonstrated by a reduced pSMAD3/SMAD3 ratio (Fig. 4c, *p* < 0.001, repeated measures ANOVA). Collectively, data from both the in vivo tumor models and cell culture systems indicate that *ARID1A* loss resulted in attenuated endogenous TGF-β signaling activities and reduced TGF-β response.

**Fig. 4:**
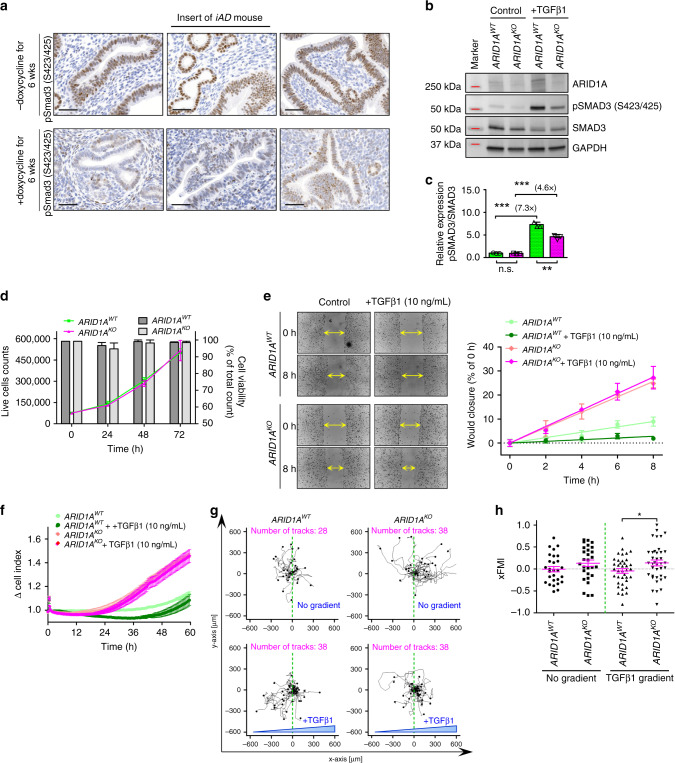
Loss of *ARID1A* attenuates response to inhibitory TGF signal resulting in enhanced cell motility and invasion. **a** Representative pSmad3 (Ser465/467) immunohistochemical stains of *iAD* mouse uterine tissues. Staining shows the effect of Arid1a protein loss on pSmad3 (Ser465/467) in doxycycline-treated *iAD* mice. Mice were treated with doxycycline for 6 weeks. Low magnification images are shown in Supplementary Fig. 4B. Scale bars, 50 µm. **b** Representative immunoblots showing pSMAD3 (S465/467), total SMAD3, and ARID1A protein expression in *ARID1A*^*KO*^ and *ARID1A*^*WT*^ cells. GAPDH was used as a loading control. **c** Densitometric quantification of immunoblot images shown in **b** showing that *ARID1A*^*KO*^ cells lost responsiveness to TGF-β1 in comparison to *ARID1A*^*WT*^ cells. Data show the ratio of phospho-SMAD3 to total SMAD3. Data are presented as mean ± SD (*n* = 3); **p < 0.01; ***p < 0.001; n.s., not significant; repeated measures ANOVA. Green, *ARID1A*^*WT*^; magenta, *ARID1A*^*KO*^; green dotted, *ARID1A*^*WT*^ + TGF-β1; magenta dotted, *ARID1A*^*KO*^ + TGF-β1. **d** Measurement of cellular proliferation and cell viability for *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells over 72 h. Line graphs show cellular proliferation (left *y*-axis); *ARID1A*^*WT*^ cells (green), *ARID1A*^*KO*^ cells (magenta). Cellular viability (right *y*-axis) is shown as bar graphs; *ARID1A*^*WT*^ cells (dark gray), *ARID1A*^*KO*^ cells (light gray). Data are expressed as mean ± SEM (*n* = 3). **e** Representative images of the wound-healing assay performed on *ARID1A*^*WT*^ and *ARID1A*^*KO*^ isogenic cells in the absence or presence of TGF-β1 (left panel). The effects were quantified by the distance of the gaps in the wounds (right panel). Yellow arrows indicate the size of the wound. Mean ± SEM (*n* = 3) is shown in the quantification graph. **f** Real-time cell impedance assay using the xCELLigence real-time cell analysis system in *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells. The capability of cells to invade through the Matrigel matrix barrier to the lower chamber in the absence or presence of TGF-β1 gradient is presented as delta cell index (vertical axis). Mean ± SEM (*n* = 3) is shown. **g** Live-cell trajectory tracings showing two-dimensional movement tracks of individual *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells in the absence (top panel) or presence (bottom panel) of TGF-β1 gradient. **h** Scatter plot of the forward migration index in the x-direction (xFMI) of the two-dimensional movement measured in **g**. Red bars represent mean ± SEM. *p < 0.05; paired two-tailed Student *t*-test.

Since the TGF-β pathway can be involved in cellular growth, movement, and invasion^27^, we determined if *ARID1A* knockout in endometrial epithelial cells affected these tumor-promoting phenotypes. First, we measured cellular proliferation and viability, but did not observe a significant difference between *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells (Fig. 4d). Cell motility was measured by the rate of wound closure. We found that *ARID1A*^*KO*^ cells (light pink line, Fig. 4e) migrated and closed the wound gap faster than *ARID1A*^*WT*^ cells (light green line, Fig. 4e). Interestingly, *ARID1A*^*WT*^ cells responded to the inhibitory effect of extracellular TGF-β1 (Fig. 4e, dark vs. light green lines). In contrast, the migration rate of *ARID1A*^*KO*^ cells was not affected by the presence of TGF-β1 (Fig. 4e, compare magenta vs. light pink lines). Cellular invasion through the extracellular matrix was assessed by real-time electrical impedance assay using xCELLigence with Matrigel-coated microelectrodes. Tumor cells capable of dissolving and invading through the Matrigel layer and attaching to the microelectrodes caused changes in impedance, which directly correlated with their invasive capacity. In this assay, *ARID1A*^*KO*^ cells were more invasive than *ARID1A*^*WT*^ cells (Fig. 4f, light pink vs. light green lines). Invasive potency of *ARID1A*^*WT*^ cells was suppressed by exogenous TGF-β1, while *ARID1A*^*KO*^ cells were not (Fig. 4f). On the other hand, transient re-expression of ectopic ARID1A in *ARID1A*^*KO*^ cells restored their sensitivity to TGF-β1, as shown by our data that upon exposure to TGF-β1, there was a clear reduction in invasive capacity of these cells (Supplementary Fig. 4C).

We then used SB431542 (1 and 10 µM) to inhibit endogenous TGF-β signaling. Our result from a single experiment indicated that the addition of SB431542 showed a trend of increasing wound closure rate in *ARID1A*^*WT*^ cells (Supplementary Fig. 4D, *p* = 0.097, slope comparison–linear regression test), while the closure rate of *ARID1A*^*KO*^ cells was not affected (Supplementary Fig. 4D, *p*= 0.983, slope comparison–linear regression test). Importantly, using a more sophisticated xCELLigence invasion assay, we observed that *ARID1A*^*WT*^ cells had enhanced invasive capacity at both 1 and 10 µM, while *ARID1A*^*KO*^ had a significant effect only at 10 µM but not at 1 µM (Supplementary Fig. 4E). SB431542 treatment in *ARID1A*^*WT*^ also enhanced the cell invasion rates, similar to that in *ARID1A*^*KO*^ without SB431542 treatment, as there was no significant difference between these two groups (Supplementary Fig. 4E). Since cell growth rate was not different between *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells (Fig. 4d), the observed differences in TGF-β1 response are most likely reflective of the functional role of ARID1A.

Cell migration patterns monitored by live cell tracking were random for both cell lines in the absence of the TGF-β1 gradient (Fig. 4g, top panels). In the presence of a TGF-β1 gradient, *ARID1A*^*WT*^ cells displayed repulsive trajectories whereas *ARID1A*^*KO*^ cells continued to migrate randomly (Fig. 4g, bottom panels). Quantitatively, there was no intrinsic difference in cell forward migration index (xFMI) between *ARID1A*^*WT*^ and *ARID1A*^*KO*^ in the absence of TGF-β1 (Fig. 4h). However, the presence of extracellular TGF-β1 induced a significant xFMI difference between *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells (Fig. 4h).

### ARID1A binds at regulatory regions to control gene transcription

By analyzing the ARID1A-regulated transcriptome, we found several members of the TGF-β signaling pathway including *TGFBR2*, *TGFBI*, and *BMP4* were significantly downregulated in *ARID1A*^*KO*^ cells (Supplementary Fig. 4F). We then validated the ARID1A-regulated transcription of *TGFBR2* in three different cell line models by qRT-PCR (Supplementary Fig. 5A). Suppression of *TGFBR2* was evident in both human endometrial epithelial and HCT116 human colorectal carcinoma *ARID1A*^*KO*^ cells, while *TGFBR2* was upregulated in OV207 cells with induced *ARID1A* expression.

To address whether the ARID1A chromatin remodeler bound to their transcriptional regulatory regions, a prerequisite step of transcriptional control, we performed genome-wide ChIP-seq using antibodies specific to ARID1A. We also performed ChIP-seq on BRG1, a protein forming the SWI/SNF complex with ARID1A^29^, to facilitate accurate identification of the ARID1A-containing SWI/SNF complex binding sites. To assess whether ARID1A-containing SWI/SNF complex affected chromatin accessibility and recruitment by RNA polymerase II (RNA Pol II), we performed ATAC-seq and RNA Pol II ChIP-seq. All of the ChIP-seq and the ATAC-seq studies were performed using two biological replicates of the isogenic pairs of human endometrial epithelial cell lines.

The ChIP-seq experiments were conducted according to ENCODE guidelines (version 3.0) and revealed 41,292 high-confidence ARID1A consensus ChIP-seq peaks in *ARID1A*^*WT*^ cells that were absent from *ARID1A*^*KO*^ cells (Supplementary Fig. 5B; FDR < 0.01, Benjamini–Hochberg FDR correction). ARID1A peaks primarily localized within intron (42.1%), intergenic (28.0%), enhancer (17.5%), and promoter (7.24%) regions (Supplementary Fig. 5C). Heatmap profiling of the ARID1A ChIP-seq peaks and surrounding regions demonstrated the specificity of ARID1A binding events, with minimal background peaks observed in *ARID1A*^*KO*^ cells (Fig. 5a). Quality of all ChIP-seq experiments was summarized in Supplementary Data 6. We then used HOMER software package to identify DNA binding motifs enriched in the ARID1A ChIP-seq target peaks and found that the DNA binding motifs for JUNB, TEAD4, RUNX1, EWS:ERG, and NF1 were significantly enriched (Supplementary Fig. 5D).

**Fig. 5:**
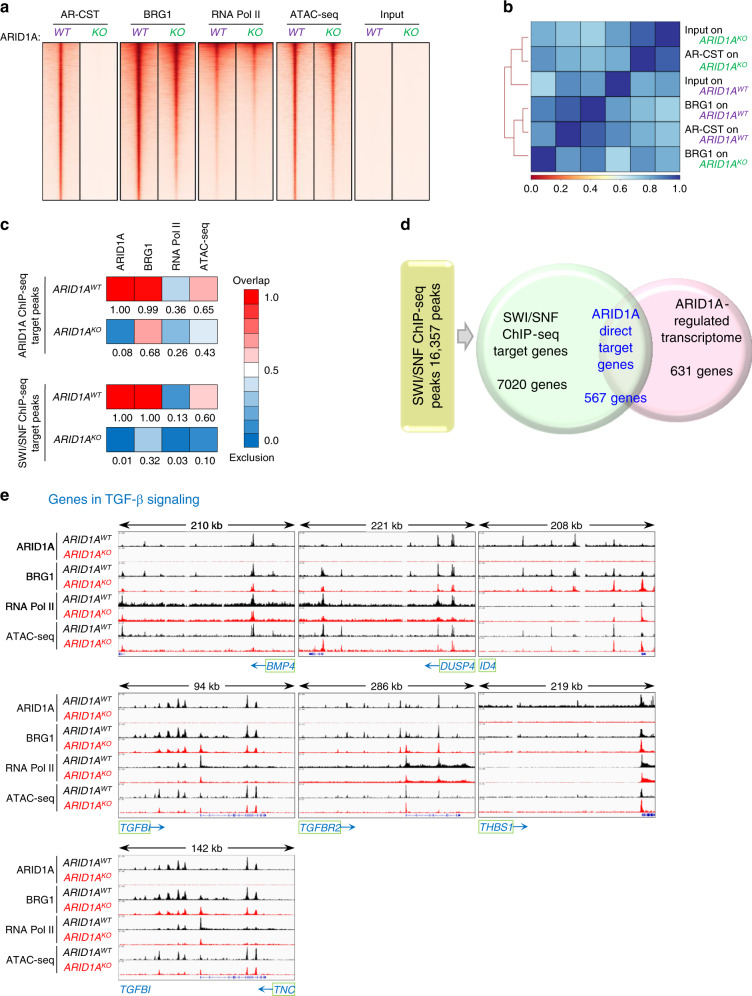
Integrated analysis of ChIP-seq and RNA-seq data from isogenic *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells. **a** Heatmaps of the ARID1A, BRG1, and RNA polymerase II ChIP-seq peaks as well as ATAC-seq peaks in *ARID1A*^*WT*^ (*WT*) and *ARID1A*^*KO*^ (*KO*) cells. Each peak is represented as a horizontal line, ordered vertically by signal strength. ARID1A ChIP-seq peak signals were minimal in *ARID1A*^*KO*^ cells, demonstrating the specificity of the antibody and the experimental conditions. **b** Co-localization coefficient matrix of ARID1A and BRG1 ChIP-seq peaks in *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells. The strength of correlation is presented by color gradient. Dark blue to dark red: highest to no correlation. AR-CST, ARID1A antibody from Cell Signaling Technology. **c** Heatmaps showing overlapping frequencies of ARID1A ChIP-seq target peaks (top) and SWI/SNF ChIP-seq target peaks (bottom) with ChIP-seq peaks from various target proteins. The rightmost box (ATAC-seq) represents the number of co-localization events between accessible chromatin regions identified by ATAC-seq and ARID1A ChIP-seq target peaks. The strength of peak co-localization is depicted by color gradient with dark red representing overlapping peaks and dark blue representing disjoint peaks. **d** Venn diagram showing ARID1A directly regulated genes by integrated SWI/SNF ChIP-seq and ARID1A-regulated transcriptome analyzed in human endometrial epithelial cells. A total of 594 ARID1A direct target genes were identified. **e** UCSC genome browser view of ARID1A. BRG1, and RNA polymerase II occupancy and ATAC-seq event at the locus of representative ARID1A target genes. Each track represents normalized ChIP-seq (or ATAC-seq) events as described in the methods. *ARID1A*^*KO*^ cells were used as a control for each factor. ChIP-seq binding events and ATAC-seq tracings at the locus of representative ARID1A target genes. Blue arrow indicates the transcriptional orientation of each gene.

BRG1 ChIP-seq performed on *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cell lines demonstrated a 40% reduction of BRG1 binding events in the *ARID1A*^*KO*^ cells (Fig. 5a and top Venn diagram on Supplementary Fig. 5e). A significant association between ARID1A and BRG1 ChIP-seq binding events was observed in *ARID1A*^*WT*^ cells. Based on Pearson correlation on ChIP-seq data, we found that ARID1A- and BRG1- ChIP-seq data from *ARID1A*^*WT*^ cells were the most similar group among all the comparisons groups (Fig. 5b). Co-localization coefficient as shown in Fig. 5c indicated a high co-binding between ARID1A and BRG1 ChIP-seq on *ARID1A*^*WT*^ cells (Fig. 5c, co-binding coefficient = 0.99). On the other hand, BRG1 ChIP-seq binding events at ARID1A ChIP-seq target regions were decreased in *ARID1A*^*KO*^ cells (Fig. 5b, c). The data suggested that the presence of ARID1A was critical in directing or affecting the chromatin binding and localization of BRG1.

While there is a modest co-localization between ARID1A ChIP-seq peaks and RNA Pol II ChIP-seq binding events (co-localization coefficient = 0.36), the co-localization between ARID1A ChIP-seq peaks and ATAC-seq events was strong (co-localization coefficient = 0.65) (Fig. 5c, top). Comparing ATAC-seq signals, we identified 15,192 (38.6%) ATAC-seq peaks were lost in concordance to ARID1A knockout status, of which 8,979 peaks were associated with ARID1A-specific binding events (Supplementary Fig. 5f). We also found that 496 ATAC-seq signals were gained in response to *ARID1A* loss, of which 33 peaks were associated with ARID1A-specific peaks (Supplementary Fig. 5F). Moreover, loss of ATAC-seq signals was more intensely associated with differential gene expression following *ARID1A* knockout than the ATAC-signals gain (hypergeometric *p*-value of 6.60E–36 vs 5.56E–5, respectively).

Using SWI/SNF ChIP target peaks to designate co-binding events of ARID1A and BRG1 specific to *ARID1A*^*WT*^ cells (approach shown in Supplementary Fig. 5E), a strong correlation between the SWI/SNF ChIP target peaks and ATAC-seq peaks could be observed in *ARID1A*^*WT*^ cells, but not in *ARID1A*^*KO*^ cells (Fig. 5c; co-localization coefficient 0.60 vs. 0.10). Together, the data suggested that chromatin accessibility was highly likely to be co-regulated by ARID1A and BRG1. To identify direct target genes of the ARID1A chromatin remodeling complex, we integrated ARID1A-BRG1 ChIP co-binding targets with genes showing significant differential expression (FDR < 0.05, Benjamini–Hochberg FDR correction, and fold change >1.4) when *ARID1A* was knocked out (Fig. 5d). This integrative analysis identified 567 genes (Fig. 5d and Supplementary Data 7), including *THBS1*, a well-known ARID1A target gene *THBS1*^30^ was detected, as well as genes in the TGF-β signaling pathway including *TGFBI*, *TGFBR2*, *THBS1*, *BMP4*, *ID4*, and *TNC* (Supplementary Data 8 and Supplementary Fig. 4F). To further delineate the disease relevance of these ARID1A target genes, we assessed their expression in TCGA uterine endometrial carcinoma PanCancer Atlas dataset. Examples of correlation between ARID1A and its target genes in the TGF-β signaling pathway, *ID4*, *KLF10*, *TGFBR2*, and *TRPS1*, are shown in Supplementary Fig. 5G.

Ingenuity pathway analysis on ARID1A direct target genes further uncovered enrichment of VEGF, IGF-1, and IL-8 signaling pathways, indicating they are potential functional mediators of ARID1A (Supplementary Data 9). ChIP-seq and ATAC-seq peaks of the representative TGF-β genes were presented in Fig. 5e. For most of the genes, deletion of *ARID1A* as occurred in *ARID1A*^*KO*^ cells significantly affected chromatin accessibility as well as binding of BRG1 to transcriptional regulatory regions, further supporting a direct regulatory role of ARID1A-BRG1 complex in transcription.

## Discussion

Uterine endometrioid carcinoma is the most common gynecologic cancer. In this study, we investigated the role that *ARID1A* inactivating mutations in the endometrium might play in the development and progression of endometrioid carcinoma. We found that conditional deletion of *Arid1a* alone in endometrial epithelial cells was insufficient to induce neoplastic transformation, whereas conditional deletion of *Pten* led to endometrial hyperplasia that progressed to carcinoma without myometrial invasion. Interestingly, *Arid1a* deletion coupled with *Pten* deletion remarkably accelerated tumor progression by increasing invasiveness and dissemination to the lymph nodes 6 weeks after gene knockout. This rapid progression was associated with a significantly shorter life span than seen in *Pten*-deleted (*iPD*) mice. Histopathological, clinical, and molecular features of tumors from *Arid1a/Pten* co-deleted (*iPAD*) mice closely resembled human uterine endometrioid carcinomas. Our data also indicated that deleterious mutations in *ARID1A* promote tumor invasion and metastasis. This function is probably mediated by aberrant TGF-β signaling and was not mechanistically validated previously. Finally, the mouse models created in this study are valuable and highly relevant for testing new cancer therapies including immune-based intervention as these mice models maintain immunocompetency.

The ARID1A-regulated transcriptome identified in mouse endometrial tumors and human endometrial epithelial cells demonstrated TGF-β and TP53 as the two important signaling networks mediated by ARID1A. A direct link between ARID1A and p53 signaling has been reported previously by our group and others which highlighted the regulation of cell cycle and modulation of p21 levels by ARID1A^5,31,32^. The discovery that key components of the TGF-β signaling pathway, including the TGFBR2, are direct targets of ARID1A illustrates the pleiotropic function of ARID1A. The high confidence ARID1A-target genes identified by integrating ARID1A/BRG1 ChIP-seq peaks with the ARID1A-regulated transcriptome further support this view. Several functional pathways critical for endometrial tumorigenesis are also enriched in ARID1A-target genes include VEGF, IL-8, Stem Cell Pluripotency, and TGF-β (Supplementary Data 9). Thus, the observed synergy between *ARID1A* and *PTEN* deletion in endometrial tumorigenesis cannot be solely attributed to the alteration in TGF-β signaling. Aberrations in other functional pathways resulting from *ARID1A* inactivating mutations may well account for the observed aggressive phenotype in the *iPAD* mouse model and human endometrioid carcinomas.

Our functional analysis showed that *ARID1A*-inactivation releases the brake on cell migration and invasion imposed by TGF-β signaling. In agreement with our observations, an independent study of a *Tgfbr1* and *Pten* double conditional knockout mouse exhibited rapidly progressing endometrial tumors that exhibited myometrial invasion, which remarkably resembled the phenotypes observed in *iPAD* mice^17^. Taken together, these data suggest that ARID1A may affect the TGF-β axis, which in turn contributes to tumor cell infiltration into and through the myometrial wall, a critical step in metastasis. This understanding of the molecular functions of ARID1A, including its contribution to increased risk of disease progression and metastasis, is expected to impact future translational studies in prognostic and therapeutic endeavors.

Although our results have illuminated additional mechanistic role of ARID1A in endometrial tumorigenesis, several questions remain to be answered. It is important to determine whether the epigenomic landscape is affected by alterations in the ARID1A SWI/SNF complex at different stages of endometrial tumor development or in response to endogenous and exogenous factors such as hormones, obesity, and exposure to infection or carcinogen. Additionally, the mechanism of synergistic effects of *PTEN* and *ARID1A* inactivation is unclear. *PTEN* transcription has been reported to be directly and positively regulated by SMAD3, a downstream effector molecule of TGF-β signaling^33^. *ARID1A* loss may lead to the downregulation of TGFBR1/2, which causes attenuated SMAD3 phosphorylation and subsequently affecting *PTEN* transcription. This would result in enhanced PI3K/AKT signaling, increased proliferation and resistance to apoptosis^33^. This observation lends further support to the cooperative interactions between ARID1A/TGF-β axis and PTEN in the pathogenesis of endometrioid carcinoma of the uterus. Since the TGF-β pathway affects local immunity, and the enrichment of pro-inflammatory chemokines, Tnf, Il-6, and Il-17, is identified in *iPAD* tumors (Supplementary Data 2), future studies are needed to assess the functional roles of ARID1A in regulating host immunity. Thus, the establishment of a syngeneic, immunocompetent *iPAD* mouse model opens avenues for these endeavors. 

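Of the cytokines named for *iPAD* tumors, Il6 RNA was higher in *iPAD* than in *iPD* uteri, at 2.51 ± 0.778 FPKM (SD, n = 4) against 0.418 ± 0.329 FPKM (SD, n = 4). Tnf was at 5.55 ± 2.8 in *iPAD* and 10.3 ± 2.19 FPKM in *iPD* uteri (SD, n = 4), and Il17a was listed at a mean of 0 and 0.00989 FPKM, below the level tested. The alarmin Il33 was at 55.2 ± 6.69 and 6.00 ± 2.43 FPKM, and Cxcl1, which attracts neutrophils, at 54.5 ± 5.7 and 8.50 ± 4.39 FPKM (SD, n = 4 each). The log2 fold changes were 1.74 for Il6 (standard error 0.28, adjusted p = 0.00696) and -0.93 for Tnf (standard error 0.30, adjusted p = 0.119, both from limma). Without iPAD replicate 3 limma called Tnf lower (adjusted p = 0.0276). Further log2 fold changes were 3.15 for Il33 (standard error 0.23, adjusted p = 0.000171), 2.79 for Cxcl1 (standard error 0.40, adjusted p = 0.00355) and, with Csf1 the other gene that was lower, -2.53 for the chemokine Cxcl15 (standard error 0.26, adjusted p = 0.000885, all from limma). Of 30 inflammatory cytokine genes, 6 were higher, 2 lower and 22 did not pass the test (10 higher and 6 lower when adjusted over the list alone). There were 3 higher and 1 lower without iPAD replicate 1 or iPD replicate 1, and 1 lower without iPAD replicate 4 or iPD replicate 3. The list had a median log2 fold change of 0.92, which was 0.40 without iPD replicate 1 (mean 0.53 and 0.17). The median of 13 neutrophil markers moved with the same mouse, from 0.70 to -0.29. Camera found no common direction for the cytokines with all 8 mice (adjusted p = 0.126, and adjusted p = 0.89 with an estimated correlation), and ranked them high without iPD replicate 3 or 4. Il6 lay under 1 FPKM in every *iPD* mouse, where its fold change depends on the pseudocount.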

In summary, the findings from this study provide molecular insights into how *ARID1A* inactivation modulates transcription reprogramming to accelerate endometrial tumor progression and dissemination, which are the major causes of cancer mortality.

## Methods

### Cell culture

The immortalized parental human endometrial epithelial and the first pair of isogenic *ARID1A*^*WT*^ and *ARID1A*^*KO*^ cells used in this study have been reported^20,24^. Anonymous endometrial tissue was obtained from pre-menopausal women who underwent hysterectomy for a benign reason. Acquisition of tissue specimens was approved by the Institutional Review Board at the Johns Hopkins Hospital, Baltimore, Maryland. Fresh samples were directly processed after arrival in the surgical pathology unit. Endometrial tissue was rinsed with phosphate-buffered saline (Life Technologies), and minced thoroughly in a petri dish. The cells were further dissociated using 5 ml of 0.05% trypsin (Life Technologies). Trypsin activity was later neutralized using 10 ml RPMI1640 medium (Life Technologies) containing 10% FBS (Sigma). Primary cultures were maintained in RPMI1640 medium supplemented with 15% FBS, 1% penicillin/streptomycin (Life Technologies), and 1% non-essential amino acids (Life Technologies). Cells were seeded on 0.1% gelatin-coated dishes at 37 °C and 5% CO_2_. Epithelial cells were immortalized using SV40 adenovirus and were designated as human endometrial epithelial cell line. These cells expressed epithelial cell markers including cytokeratin-8, Ep-CAM, and E-cadherin, as well as estrogen receptor. More than 99% of these cells were positive for Ep-CAM assessed by flow cytometry. This cell line harbored wild-type ARID1A and expressed BAF250. The human endometrial epithelial cells were authenticated using STR DNA analyses as being of human origin, with no match (cutoff = 80%) to any reference profile in the ATCC or DSMZ database.

A second isogenic line of human endometrial epithelial cells with *ARID1A* knockout were generated in the current study. CRISPR/Cas9 pSpCas9n(BB)−2A-Puro (PX462) vector from Addgene (plasmid #48141) was used in this study. Cloning was performed using a pair of CRISPR single-guide RNA (sgRNA) specifically targeting exon 15 of ARID1A^24^, namely top strand-nicking sgRNA AACGGCGGGATGGGTGACCC and bottom strand-nicking sgRNA TACAGTCGTGCTGCCGGCCC. Resulting plasmid were transfected into cells using Lipofectamine® 3000 (Life Technologies), and positive cells were selected in the presence of 1 μg/ml puromycin. The efficiency of ARID1A knock-out was verified by sequencing and Western blotting. The *ARID1A*^*KO*^ cells were confirmed to be 100% isogenic to the respective *ARID1A*^*WT*^ parental cells. All cell lines tested negative for mycoplasma. STR and mycoplasma testing were carried out by Johns Hopkins GRCF DNA Services/FAF facility.

### Mice

*Arid1a*^*flox/flox*^ mice on the 129S1 background and *Pten*^*flox/flox*^ mice on the BALB/c background (Strain C;129S4-*Pten*^*tm1Hwu*^/J) were obtained from the Jackson Laboratory. Cre-mediated deletion of *Arid1a* removes exon 8 and introduces a frameshift mutation and a premature stop codon (p.Gly809Hisfs*6)^31^. Cre-mediated deletion of *Pten* removes exon 5 and introduces a frameshift mutation (p.Val85Glyfs*14)^34^. *Arid1a*^*flox/flox*^;*Pten*^*flox/flox*^ mice were generated by intercrossing these transgenic strains. In order to express Cre recombinase specifically in the mouse uterine epithelium for all subsequent genetic alterations described, we used Pax8-Cre mice which were generated by crossing mice expressing the reverse tetracycline-controlled transactivator (rtTA) under the control of the Pax8 promoter (Pax8-rtTA) with mice expressing Cre recombinase in a tetracycline-dependent manner (TetO-Cre)^19^.

To generate mouse models with *Arid1a* and *Pten* individual or combined knockout in the uterine epithelium, we crossed *Pax8*-*Cre* mice with *Arid1a*^*flox*/flox^ mice, *Pten*^*flox*/flox^ mice, and *Arid1a*^*flox*/flox^;*Pten*^*flox*/flox^ mice. All experimental mice were maintained on a mixed genetic background (C57BL/6, BALB/c, and S129). The resultant genotype of each model was confirmed by genomic DNA PCR, using primers listed in Supplementary Data 10. Knockout was initiated by treating mice with doxycycline either through oral gavage (2 mg/mouse/day) or subcutaneous implantation of doxycycline pellets (200 mg) when they reached puberty (6–8 weeks old). All of the animal procedures were approved by the Johns Hopkins University Animal Care Committee.

### Chromatin immunoprecipitation assay

The chromatin immunoprecipitation (ChIP) assay was performed on the two independent clones of human endometrial epithelial *ARID1A*^*W*T^ and *ARID1A*^*KO*^ cells^24^ with modifications. Cells were grown in 15 cm dishes, and ~1.2 × 10^7^ cells were cross-linked using Diagenode ChIP cross-link Gold and 1% formaldehyde according to the manufacturer’s instruction. Nuclear contents were extracted using the truChIP Chromatin Shearing kit (Covaris) according to the manufacturer’s instructions. Chromatin was sheared for 12 min in shearing buffer using a Covaris E220 focused ultrasonicator. The fragment sizes were ensured to be between 200 and 600 bp. The sonicated lysates were diluted 5-fold with ChIP dilution buffer (0.1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 7.5, 150 mM NaCl, and 1× protease inhibitor), and immunoprecipitated with rotation overnight at 4 °C with 0.5–3 µg of antibodies. The antibody/chromatin complex was then precipitated for 3 h by Protein A/G DYNAL magnetic beads (40 µl of 1:1 mixture). Antibody-protein complexes bound to beads were washed once with low salt buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% SDS, 1% Triton-X100, and 2 mM EDTA), once with high salt buffer (20 mM Tris-HCl pH 7.5, 500 mM NaCl, 0.1% SDS, 1% Triton-X100, and 2 mM EDTA), once with LiCl buffer (250 mM LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, and 10 mM Tris-HCl pH 8.0), and twice with TE, pH 8.0. DNA and protein complexes were digested in TE buffer containing 1% SDS, 200 mM NaCl, and 1 U Proteinase K (Thermo Scientific) at 56 °C for 2 h, and cross-linking was reversed by heating at 65 °C for 4 h. DNA fragments were purified using a QIAquick PCR Purification Kit in 55 µl of EB elution buffer. Tru-seq ChIP-seq library preparation and sequencing using a NextSeq500 platform with single-end reads of 75 bases were performed by JHMI Deep Sequencing and Microarray Core.

### Chromatin accessibility assay

ATAC-seq library construction^35^ was performed using 60,000 cells of two independent clones of human endometrial epithelial *ARID1A*^*W*T^ and *ARID1A*^*KO*^ cells. Cells were washed in PBS, pelleted by centrifugation, and lysed 50 µl cold lysis buffer (10 mM Tris-Cl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630). Crude nuclei isolates were incubated in 50 µl tagmentation mix (1× TD buffer, 2.5 µl Tn5, Illumina) at 37 °C for 30 min. Tagmented DNA was purified using a QIAgen MinElute PCR Purification kit, and was subsequently amplified using NEBNext High Fidelity 2× PCR master mix for 11 cycles. PCR products were purified using Agencourt AMPure XP (Beckman Coulter), and sequencing was performed by JHMI Deep Sequencing and Microarray Core using a NextSeq500 platform with double-end reads of 75 bases.

### RNA-seq and analysis

Uteri from 4 *iPAD* and 4 *iPD* mice were harvested two weeks after gene knockout (by feeding doxycycline). Hematoxylin-and-eosin-stained tissue sections were prepared, and the diagnosis of endometrioid carcinoma from all *iPAD* mice and EIN from all *iPD* mice was confirmed by histopathology. Two isogenic lines of human endometrial epithelial cells with *ARID1A* knockout were grown under normal growth- and serum starved (normal growth media minus FBS)-conditions for 24 h. Total RNA was isolated from cultured human endometrial epithelial cells and mouse uterine tissues using the Qiagen RNeasy Plus Mini Kit. The RNA quality was assessed using the Agilent 2100 Bioanalyzer RNA Nano Chip. RNA-sequencing was performed by GeneWiz, Inc. on the Illumina HiSeq2500 platform, in a 2 × 100 bp paired-end high output V4 chemistry configuration.

Bioinformatics analysis was performed using Galaxy, an open access web-based program that contains a variety of next-generation sequencing analysis tools. Reads were processed and aligned to *Homo sapiens* reference genome build hg19 or *Mus musculus* reference genome build mm10 using TopHat gapped-read mapper (ver. 2.1.0). The aligned reads were processed with Cufflinks transcript assembly (ver. 2.2.1.0), and output of the resulting GTF files was amalgamated to UCSC hg19 or mm10 RefSeq genes annotation files using Cuffmerge (ver. 2.2.1.0). Differential expression analysis was performed using Cuffdiff (ver. 2.2.1.3) to produce a list of genes whose expression changes were significant (FDR < 0.05, Benjamini–Hochberg FDR correction) between the groups tested.

Principal component analysis was applied to the data to identify the first three principal components carrying the most substantial variances. A 3D scatter plot in the dimensions of three principal components was generated to show the distance between mouse samples and the TCGA cancer types. Data points were created according to the mean values of samples of the corresponding cancer type. Pairwise Euclidean distance between the mouse and the TCGA samples from different cancer types was then calculated.

### cDNA synthesis and quantitative RT-PCR

First strand cDNA was generated using the iScript cDNA synthesis kit (Bio-Rad). Quantitative RT-PCR was performed using OneTaq^®^ Hot Start DNA polymerase (New England Biolabs) and SYBR Green I (Life Technologies). The primers used for Quantitative RT-PCR are listed in Supplementary Data 10.

### Western blotting

Protein extraction was carried out using Cell Lysis Buffer (Cell Signaling Technologies) supplemented with Halt Protease inhibitor cocktail (Thermo Scientific) and PhosSTOP (Roche). Proteins were separated using 4–15% Mini-PROTEAN^®^ TGX™ Precast Protein Gels (Bio- Rad), followed by transfer to 0.2 µm PVDF, and immunoblot analyses were performed. Blots were developed using the Clarity™ Western ECL Blotting Substrate.

### Histology and immunohistochemistry

All tissues were fixed with 10% neutral buffered formalin for 24 to 48 h. Tissues were processed by The Johns Hopkins University Oncology Tissue Services using a standard tissue processing protocol, embedded in paraffin, and 5 µm sections were cut. Hematoxylin-and-eosin-stained sections were prepared from uteri, fallopian tube, and ovarian tissues from all mice after necropsy. We classified endometrial lesions by applying diagnostic criteria similar to those used in women, cognizant of the fact that tumors from mouse and human are different. In clinical pathology diagnosis, low-grade (grade 1) endometrial carcinoma is characterized by low-grade nuclei with architectural solid component less than 5%, grade 2 with solid component between 5% to 50% and grade 3 with more than 50% or grade 1 and grade 2 with high-grade nuclei.

Formalin fixed paraffin-embedded sections were deparaffinized and rehydrated. Antigen retrieval was carried out using DAKO Target Retrieval Solution, equivalent to citrate buffer pH 6.0, or Trilogy, equivalent to neutral pH EDTA. Endogenous peroxidase activity was quenched in 3% H_2_O_2_. Sections were incubated with antibodies overnight at 4 °C. Immunostained sections were visualized using DAKO EnVision+ System-HRP goat Anti-Rabbit IgG and DAKO DAB+ Substrate Chromogen System. Nuclei were visualized using hematoxylin counterstaining. Cover slides were mounted with Cytoseal 60. We used commercial antibodies that have been validated and/or published for immunohistochemistry: rabbit anti-Arid1a (Trilogy, 1:2000, #HPA005456, Sigma)^36^, rabbit anti-Pten (Citrate buffer, 1:200, #9559, Cell Signaling Technologies)^37^, rabbit anti-phospho Smad3 at S423 and S425 (Trilogy, 1:250, #ab52903, Abcam)^38^, and rabbit anti-phospho Akt Ser473 (Trilogy, 1:100, #4060, Cell Signaling Technologies).

### Cell migration and invasion assays

Cell migration was measured using an in vitro wound-healing assay on 6-well plates. After reaching confluence, cells were serum starved for 24 h prior to the experiment. Cell monolayers were then scratched with a pipette tip to generate a wound. The media and dislodged cells were aspirated, and replaced with fresh serum-free growth medium with or without the addition of 10 ng/mL TGF-β1. Cells were incubated at 37 °C and were allowed to migrate. CytoSMART Lux 10x System (Lonza) was used to record time-lapse images at 15 min intervals from time 0 to 8 h. The width of wounded cell monolayers was measured using ImageJ software, and the rates of migration were calculated.

Cell invasion was determined using the xCELLigence system (ACEA Biosciences). For invasion studies, CIM-plate 16 were pre-coated using growth factor reduced Matrigel (800 μg/mL), and medium containing TGF-β1 (10 ng/mL) was added to the lower chambers, and *ARID1A*^*WT*^ or *ARID1A*^*KO*^ cells (40,000 cells/well in 1% FBS containing growth medium) were seeded in the upper inserts. Cells were serum starved for 24 h prior to the experiment. In the ARID1A re-expression experiment, ectopic expression of ARID1A in *ARID1A*^*KO*^ cells was achieved by transfection of the pcDNA6-V5/HisB plasmid containing wild-type full-length ARID1A^24^. The xCELLigence system detects changes in impedance over time as the cells migrate to the electrode arrays on the bottom side of the upper chamber. Real-time cell invasion was monitored every 10 min for 60 h. Each sample was assayed in three or more replicates. An index of invasion was calculated using RTCA Software Package 1.2.

Chemotaxis assay was performed by seeding *ARID1A*^*WT*^ or *ARID1A*^*KO*^ cells at 3 × 10^5^ cells/100 μl onto chemotaxis μ-slides coated with collagen IV. The slide chamber was then flushed with serum-free medium, and the reservoirs on one side were filled with serum-containing medium and the other side with serum-free medium containing TGF-β1 at 10 ng/mL. Live-cell imaging was performed using a Nikon Eclipse TE300 microscope. Data were captured on a Hamamatsu ORCA-ER camera using SimplePCI automated image capture software. Cells were imaged at 10 min intervals at 10× magnification for up to 24 h. Cell migration was manually tracked using CellTracker software and analyzed using ImageJ Chemotaxis and Migration Tool plug-in. A total of 38 cells that did not undergo division during the experiment were tracked. Trajectory plots and chemotactic responses were measured.

### ChIP-seq data processing

For each sample, single-end ChIP-seq reads were aligned to hg19 by Bowtie v0.12.7^39^, and uniquely mapped reads were selected for analysis, using the parameter -m 1. Aligned reads were stored in BAM format using SAMtools v0.1.19^40^. ChIP-seq peaks were called by MACS2 v2.1.0^41^ using matched sample and input BAM files. For each transcription factor (ARID1A, BRG1, and RNA Pol II), narrow peaks were called by setting the q-value at 0.01. ChIP-seq peaks were further compared and annotated using HOMER v4.7.2^42^. ARID1A consensus peaks and ARID1A/BRG1 consensus peaks were identified by the tool mergePeaks considering peaks separated by less than 100 bp as common peaks. We annotated each peak using the annotatePeaks.pl function of HOMER. A histogram of read intensities in a 6 kb window around the peak center (option -size 3000 -bin 50) was generated. For each pair of *ARID1A*^*WT*^ and *ARID1A*^*KO*^ ChIP-seq experiments, we drew their read intensity histograms based on both ARID1A consensus peaks and ARID1A/BRG1 consensus peaks. ChIP-seq read coverage was quantified in bedGraph format by MACS2 with -B option and further converted to bigwig files by deepTools v2.4.3^43^. PCA analysis was performed using the plotPCA function. The first 3 principal components were extracted to plot the figure in three dimensions.

The gene region information for hg19 was extracted from the RefSeq annotation file, which was downloaded from the UCSC genome browser^44^, and included 28,830 genes. The ChIP-seq read intensity plots at gene regions were generated by deepTools. In detail, first, ChIP-seq read coverage was quantified using bamCoverage with options --normalizeTo1x 2451960000 --ignoreDuplicates --extendReads 200. Read intensities at gene regions from 3 kb before the transcription start site (TSS) until 3 kb after the transcription end site (TES) were extracted from the read coverage using the scale-region command of computeMatrix. Here, we scaled the length of gene regions to 5 kb. Finally, read intensity curves were plotted by plotProfile.

### Quantification and statistical analysis

All individual experiments were performed in triplicate. Data were presented as the means ± standard error of the mean (SEM). Statistical significance to detect difference between two groups was evaluated using paired two-tailed Student *t*-test unless otherwise stated. One-way analysis of variance (ANOVA) with Bonferroni’s multiple comparison post-test was performed for comparisons with multiple time points. Difference were considered significant for *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***). All statistical analyses were determined by GraphPad Prism software.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

## Data Availability

The ChIP-seq, ATAC-seq, and RNA-seq have been deposited in the NCBI GEO database under accession code GSE106665. All TCGA that support the findings of this study are available in/from the cBioPortal for Cancer Genomics web portal site, [https://www.cbioportal.org/]. All other data is available in the Article, Supplementary Information or available from the authors upon request.

## Code availability

All codes used in this study are available from open source.

## References

[1] Mashtalir N (2018). Modular organization and assembly of SWI/SNF family chromatin remodeling complexes. Cell.

[2] Skulte KA, Phan L, Clark SJ, Taberlay PC (2014). Chromatin remodeler mutations in human cancers: epigenetic implications. Epigenomics.

[3] Masliah-Planchon J, Bieche I, Guinebretiere JM, Bourdeaut F, Delattre O (2015). SWI/SNF chromatin remodeling and human malignancies. Annu Rev. Pathol..

[4] Wang X, Haswell JR, Roberts CW (2014). Molecular pathways: SWI/SNF (BAF) complexes are frequently mutated in cancer–mechanisms and potential therapeutic insights. Clin. Cancer Res..

[5] Guan B, Wang TL, Shih IM (2011). ARID1A, a factor that promotes formation of SWI/SNF-mediated chromatin remodeling, is a tumor suppressor in gynecologic cancers. Cancer Res..

[6] Jones S (2010). Frequent mutations of chromatin remodeling gene ARID1A in ovarian clear cell carcinoma. Science.

[7] Cancer Genome Atlas Research N, et al. (2013). Integrated genomic characterization of endometrial carcinoma. Nature.

[8] Wiegand KC (2010). ARID1A mutations in endometriosis-associated ovarian carcinomas. N. Engl. J. Med..

[9] Guan B (2011). Mutation and loss of expression of ARID1A in uterine low-grade endometrioid carcinoma. Am. J. Surgical Pathol..

[10] Jones S (2012). Somatic mutations in the chromatin remodeling gene ARID1A occur in several tumor types. Hum. Mutat..

[11] Hoadley KA (2018). Cell-of-origin patterns dominate the molecular classification of 10,000 tumors from 33 types of cancer. Cell.

[12] Mao TL (2013). Loss of ARID1A expression correlates with stages of tumor progression in uterine endometrioid carcinoma. Am. J. Surgical Pathol..

[13] Siegel RL, Miller KD, Jemal A (2019). Cancer statistics, 2019. CA Cancer J. Clin..

[14] Soumerai TE (2018). Clinical utility of prospective molecular characterization in advanced endometrial cancer. Clin. Cancer Res.

[15] Werner HM (2013). ARID1A loss is prevalent in endometrial hyperplasia with atypia and low-grade endometrioid carcinomas. Mod. Pathol..

[16] Liu G (2017). Prognostic and clinicopathological significance of ARID1A in endometrium-related gynecological cancers: a meta-analysis. J. Cell. Biochem..

[17] Gao Y, Lin P, Lydon JP, Li Q (2017). Conditional abrogation of transforming growth factor-beta receptor 1 in PTEN-inactivated endometrium promotes endometrial cancer progression in mice. J. Pathol..

[18] Wu R (2007). Mouse model of human ovarian endometrioid adenocarcinoma based on somatic defects in the Wnt/beta-catenin and PI3K/Pten signaling pathways. Cancer Cell.

[19] Perets R (2013). Transformation of the fallopian tube secretory epithelium leads to high-grade serous ovarian cancer in Brca;Tp53;Pten models. Cancer Cell.

[20] Ayhan A (2015). Increased proliferation in atypical hyperplasia/endometrioid intraepithelial neoplasia of the endometrium with concurrent inactivation of ARID1A and PTEN tumour suppressors. J. Pathol. Clin. Res..

[21] McConechy MK (2014). Ovarian and endometrial endometrioid carcinomas have distinct CTNNB1 and PTEN mutation profiles. Mod. Pathol..

[22] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[23] Plasari G (2009). Nuclear factor I-C links platelet-derived growth factor and transforming growth factor beta1 signaling to skin wound healing progression. Mol. Cell. Biol..

[24] Suryo Rahmanto Y (2016). Inactivating ARID1A tumor suppressor enhances TERT transcription and maintains telomere length in cancer cells. J. Biol. Chem..

[25] Kartha N, Shen L, Maskin C, Wallace M, Schimenti JC (2016). The chromatin remodeling component Arid1a is a suppressor of spontaneous mammary tumors in mice. Genetics.

[26] Zhai Y (2016). Arid1a inactivation in an Apc- and Pten-defective mouse ovarian cancer model enhances epithelial differentiation and prolongs survival. J. Pathol..

[27] Pickup M, Novitskiy S, Moses HL (2013). The roles of TGFbeta in the tumour microenvironment. Nat. Rev. Cancer.

[28] Massague J (2008). TGFbeta in cancer. Cell.

[29] Hargreaves DC, Crabtree GR (2011). ATP-dependent chromatin remodeling: genetics, genomics and mechanisms. Cell Res..

[30] Chandler RL (2013). ARID1a-DNA interactions are required for promoter occupancy by SWI/SNF. Mol. Cell. Biol..

[31] Guan, B. et al. Roles of deletion of Arid1a, a tumor suppressor, in mouse ovarian tumorigenesis. *J. Natl Cancer Inst.*10.1093/jnci/dju1146 (2014).10.1093/jnci/dju146PMC405677624899687

[32] Nagl NG (2005). The p270 (ARID1A/SMARCF1) subunit of mammalian SWI/SNF-related complexes is essential for normal cell cycle arrest. Cancer Res..

[33] Eritja N (2017). A Smad3-PTEN regulatory loop controls proliferation and apoptotic responses to TGF-beta in mouse endometrium. Cell Death Differ..

[34] Groszer M (2001). Negative regulation of neural stem/progenitor cell proliferation by the Pten tumor suppressor gene in vivo. Science.

[35] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[36] Khalique S (2018). Optimised ARID1A immunohistochemistry is an accurate predictor of ARID1A mutational status in gynaecological cancers. J. Pathol. Clin. Res..

[37] Lotan TL (2011). PTEN protein loss by immunostaining: analytic validation and prognostic indicator for a high risk surgical cohort of prostate cancer patients. Clin. Cancer Res.

[38] Cammareri P (2016). Inactivation of TGFbeta receptors in stem cells drives cutaneous squamous cell carcinoma. Nat. Commun..

[39] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[40] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[41] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[42] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[43] Ramirez F, Dundar F, Diehl S, Gruning BA, Manke T (2014). deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res.

[44] Rosenbloom KR (2015). The UCSC genome browser database: 2015 update. Nucleic Acids Res.

# Supplementary material for: Inactivation of Arid1a in the endometrium is associated with endometrioid tumorigenesis through transcriptional reprogramming
**Source:** Nat Commun. 2020 Jun 1;11:2717. doi: 10.1038/s41467-020-16416-0

Supplementary Figures for

**Inactivation of *Arid1a* in the Endometrium is Associated with Endometrioid Tumorigenesis
through Transcriptional Reprogramming**

By Suryo Rahmanto et al,

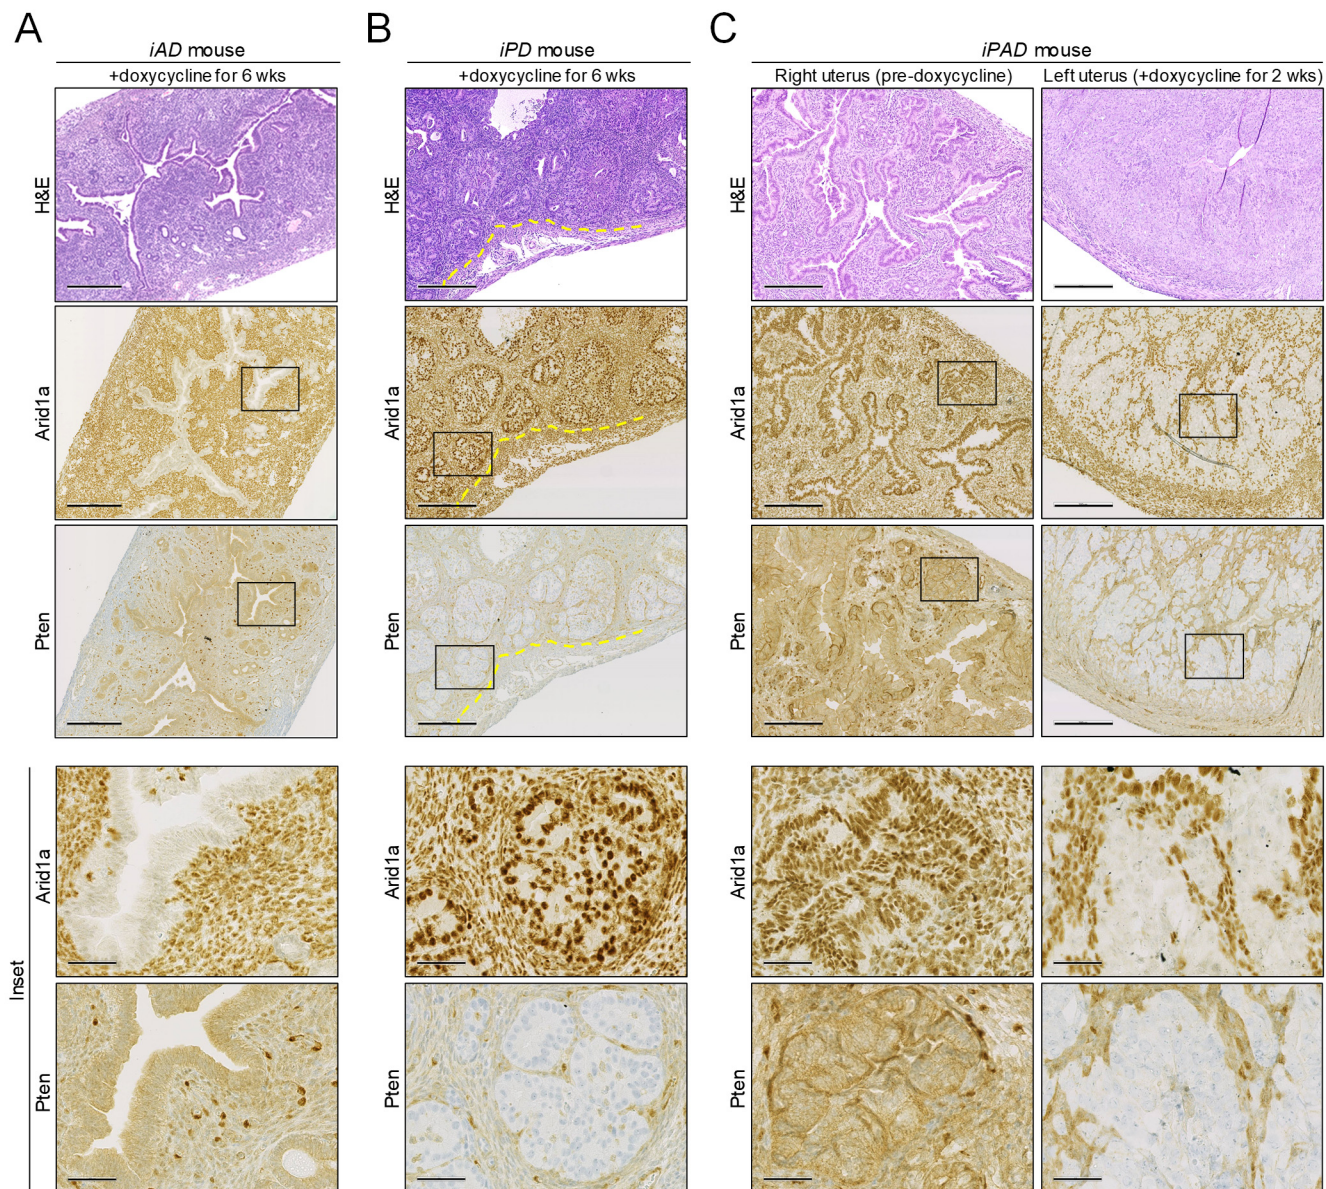

Supplementary Figure 1. Immunohistochemistry and histology performed on uteri of *iAD*, *iPD*, and *iPAD* mice.

(A & B) Arid1a and Pten immunohistochemical staining of uterine tissues from *iAD* and *iPD* mice 6 weeks after doxycycline-induced knockout. No histological abnormality was detected in the endometrium of *iAD* mouse. Atypical hyperplasia with no observable invasion was found in the endometrium of *iPD* mouse. Yellow dashed lines demarcate junctions between hyperplastic gland and normal uterine tissue. Scale bars, 300 μ m. **(C)** A representative *iPAD* mouse whose right and left uterine horns were resected at different time point: right uterus obtained before doxycycline treatment and left uterus obtained 2 weeks after doxycycline treatment. Arid1a and Pten immunohistochemical analysis confirms loss expression of both genes. Tumor cells are negative for Arid1a and Pten immunostaining, while stromal cells are positive and serve as the internal positive control. Scale bars, 300 μ m. Insets show higher magnification of the indicated area of the respective immunohistochemical stains. Inset scale bars, 50 μ m.

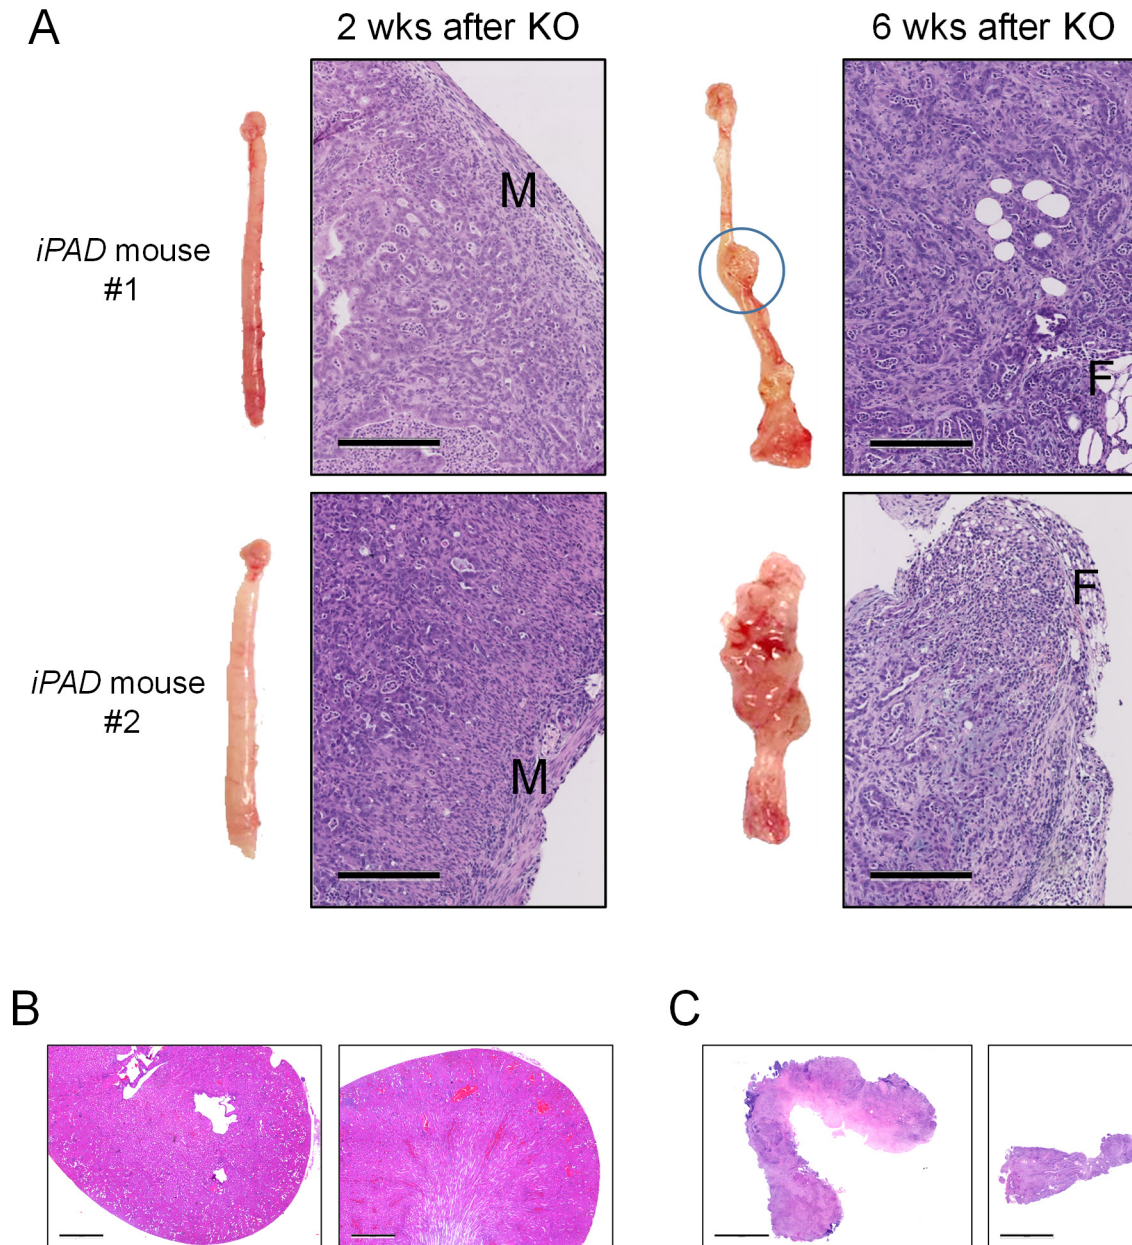

Supplementary Figure 2. Histology of *iPAD* uterine and kidney tissues at different time points after doxycycline-induced gene knockout.

(A) Representative images of bilateral uteri from two *iPAD* mice excised at week 2 (left uterus) and week 6 (right uterus) after doxycycline treatment. At week 2, uteri from both mice do not show gross abnormality but H&E sections reveal endometrial carcinoma without myometrium (M) invasion. At week 6, gross tumors are readily appreciated in the other uteri from both mice. Microscopically, carcinomas invade through the myometrium and infiltrate into the peritoneal fibroadipose tissues (F). Scale bars, 200 μ m. (B) Representative images of hematoxylin and eosin (H&E) staining of kidney tissues from *iPAD* mice that have been treated with doxycycline for 6 weeks. No gross abnormalities were identified in these *iPAD* derived kidney tissues. Scale bars, 1 mm. (C) Representative low magnification images of H&E stained uteri from *iPAD* mice that have been treated with doxycycline for 6 weeks. Scale bars, 5 mm.

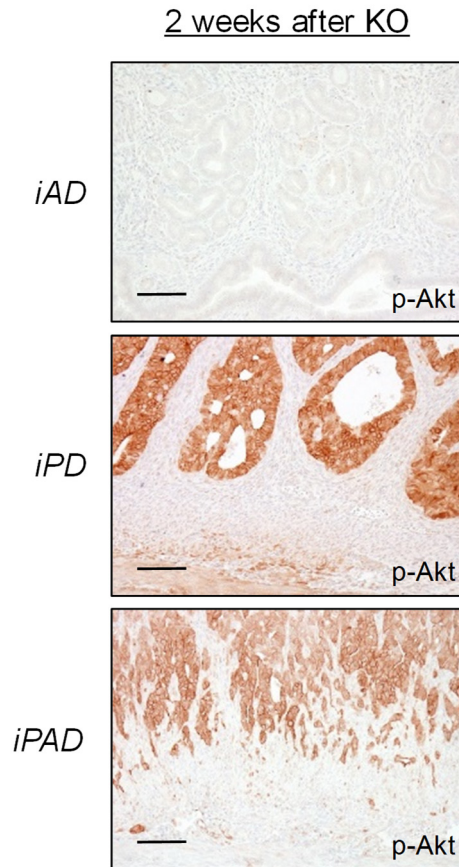

Supplementary Figure 3. Immunohistochemistry of phospho-Akt performed on uterine tissues of *iAD*, *iPD* and *iPAD* mice.

Uterine was excised at 2 weeks after doxycycline-induced gene knockout. Immunohistochemistry was performed on uterine tissues using an anti-p-Akt Ser473 antibody. Immunoreactivity of p-Akt is undetectable at *iAD* uterine mucosa while intense staining is observed in *iPD* and *iPAD* endometrial epithelium. Scale bars, 100 μ m

A

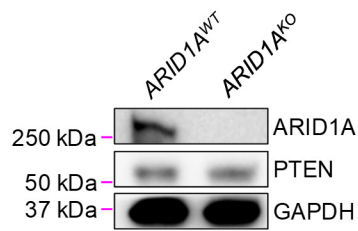

B

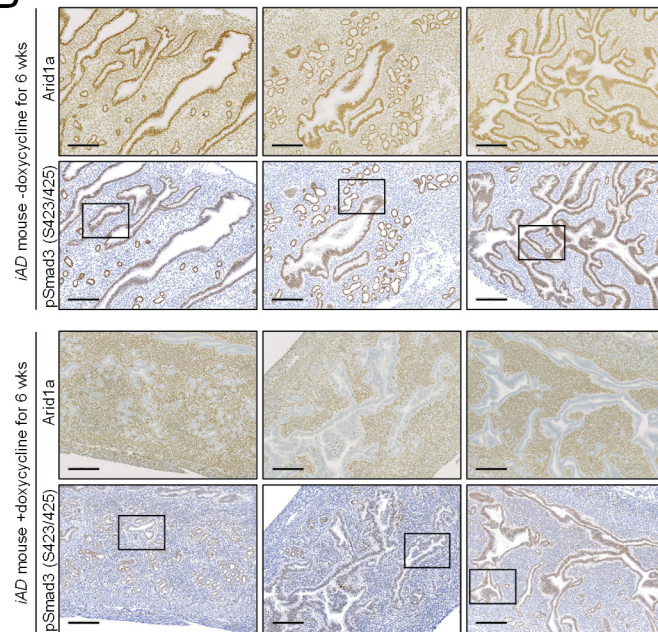

C

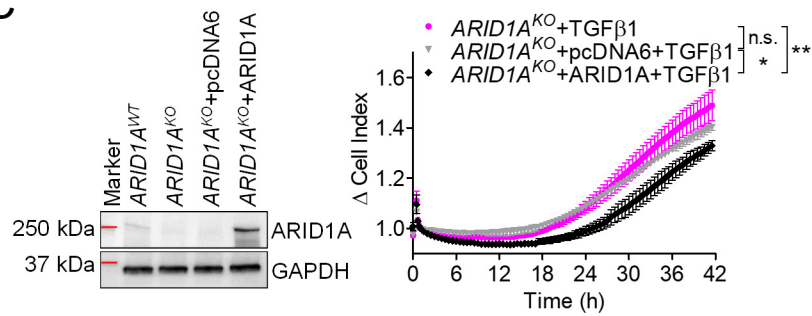

D

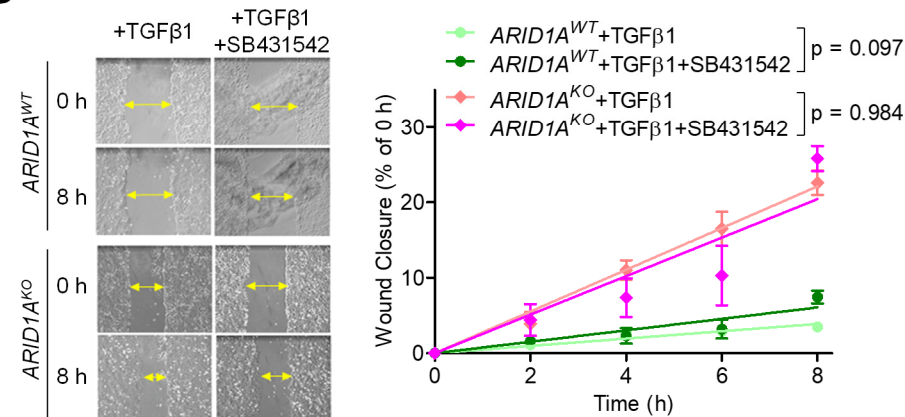

• *ARID1A*^{WT}+TGFβ1
 • *ARID1A*^{WT}+TGFβ1+SB431542 (1 μM) *
 • *ARID1A*^{WT}+TGFβ1+SB431542 (10 μM) *
 • *ARID1A*^{KO}+TGFβ1
 • *ARID1A*^{KO}+TGFβ1+SB431542 (1 μM) n.s.
 • *ARID1A*^{KO}+TGFβ1+SB431542 (10 μM) **

Δ Cell Index
 1.00
 0.75
 0.50
 0.25
 0.00
 0 6 12 18 24 30 36 42
 Time (h)

***
 n.s.
 n.s.

Genes in TGF- β signaling pathway that are directly regulated by ARID1A

Gene Name	Log ₂ (fold change)	p-value	q value
<i>BMP4</i>	-4.72	5.00E-05	0.0002
<i>DUSP4</i>	-8.47	8.50E-04	0.0030
<i>ID4</i>	5.18	5.00E-05	0.0002
<i>TGFBI</i>	-1.08	5.00E-05	0.0002
<i>TGFBR2</i>	-1.14	5.00E-05	0.0002
<i>THBS1</i>	0.82	1.00E-04	0.0002
<i>TNC</i>	-7.67	5.00E-05	0.0002

Fold change of expression levels in *ARID1A*^{KO}/*ARID1A*^{WT} cells

(A) Immunoblot images showing similar levels of PTEN expression in the isogenic *ARID1A^{WT}* and *ARID1A^{KO}* human endometrial epithelial cell lines. **(B)** Representative Arid1a and pSmad3 (Ser465/467) immunohistochemical stains of *iAD* mouse uterine tissues. Mice were treated with doxycycline for 6 weeks. High magnification images of the insets are shown in Figure 4A. Scale bars, 200 μ m. **(C)** Cell invasion capacity measured in *ARID1A^{KO}* cells ectopically re-expressing ARID1A. Immunoblot images showing ARID1A protein re-expressed after a pcDNA6 plasmid encoding full-length ARID1A cDNA was transfected to *ARID1A^{KO}* cells (right panel). pcDNA6 empty vector was used as transfection control. GAPDH was used as a loading control. Cell invasion assays were performed using the xCELLigence RTCA real-time monitoring system. In the presence of exogenous TGF- β 1 ligand, re-expression of ARID1A in *ARID1A^{KO}* decreased the ability of cells to invade through the Matrigel layer (black line, right panel) in comparison to the parental *ARID1A^{KO}* cells (magenta) and *ARID1A^{KO}* cells transfected with pcDNA6 empty vector (gray). Data are expressed as mean $\pm$ SEM (n = 3). *p < 0.05; **p < 0.01; n.s., not significant; as determined by one-way ANOVA with Bonferroni's multiple comparison post-test by comparing two groups over time. **(D)** Representative images from a single experiment of the wound healing assay performed on *ARID1A^{WT}* and *ARID1A^{KO}* isogenic cells treated

with TGF- β 1 in the absence or presence of SB431542 (left panel). Effects were quantified by the distance of the gaps in the wounds (right panel). Yellow arrows indicate the size of the wound. Light green indicates *ARID1A*^{WT} treated with TGF- β 1, dark green indicates *ARID1A*^{WT} treated with TGF- β 1 and SB431542, orange indicates *ARID1A*^{KO} treated with TGF- β 1, magenta indicates *ARID1A*^{KO} treated with TGF- β 1 and SB431542. Mean $\pm$ SEM (n=3, from a single experiment) is shown in the quantification graph. Statistical analysis was determined using slope comparison - linear regression test. **(E)** Cell invasion capacity measured in *ARID1A*^{WT} and *ARID1A*^{KO} cells treated with 1 μ M and 10 μ M of TGF- β signaling inhibitor, SB431542. Cell invasion assays were performed using the xCELLigence RTCA real-time monitoring system. SB431542 enhanced the ability of *ARID1A*^{WT} cells to invade through the Matrigel layer (dark green vs light green and orange lines) to a level that is comparable to *ARID1A*^{KO} cells (light green and orange vs magenta lines). In comparison, increase invasion capacity of *ARID1A*^{KO} cells can only be observed at the higher dosage of SB431542 (magenta vs blue lines). Data are expressed as mean $\pm$ SEM (n = 3). *p < 0.05; **p < 0.01; ***p < 0.001; n.s., not significant; as determined by one-way ANOVA with Bonferroni's multiple comparison post-test by comparing two groups over time. **(F)** Fold change of expression levels (*ARID1A*^{KO}/*ARID1A*^{WT} cells) in some of the ARID1A directly targeted genes involving TGF- β pathway.

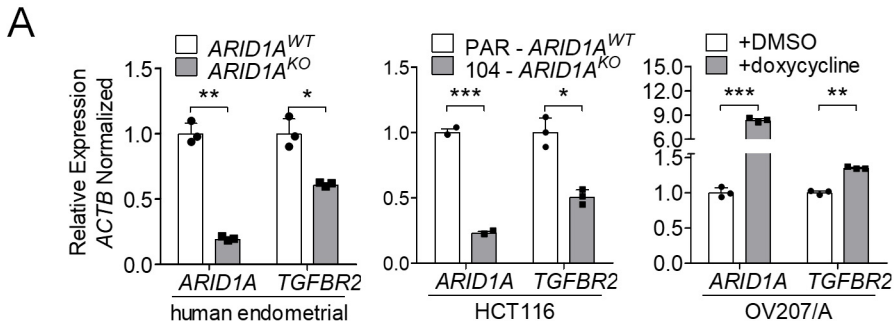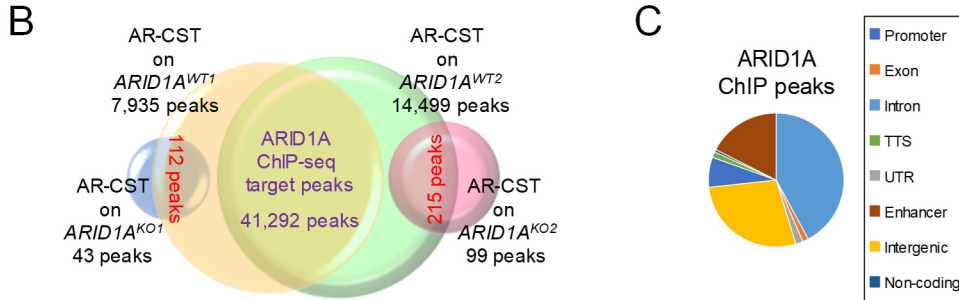

D

HOMER rank	Motifs for ARID1A ChIP-seq target peaks	p-value	% of targets	Canonical motifs match
1	ATGASTCAIS	10 ⁻¹¹⁹⁸⁸	46.7%	JUNB
2	ACATTCCT	10 ⁻¹¹²¹	20.0%	TEAD4
3	ITGIGGTTI	10 ⁻⁶³⁸	7.1%	RUNX1
4	ASASATTCCTG	10 ⁻²⁸⁸	5.6%	EWS:ERG
5	TGCCSSSICC	10 ⁻²⁴⁸	10.8%	NF1

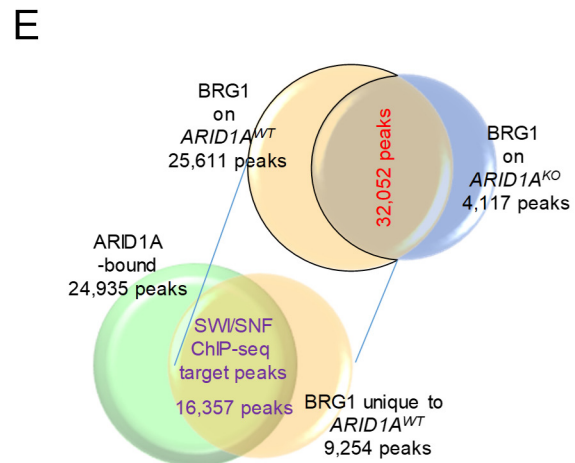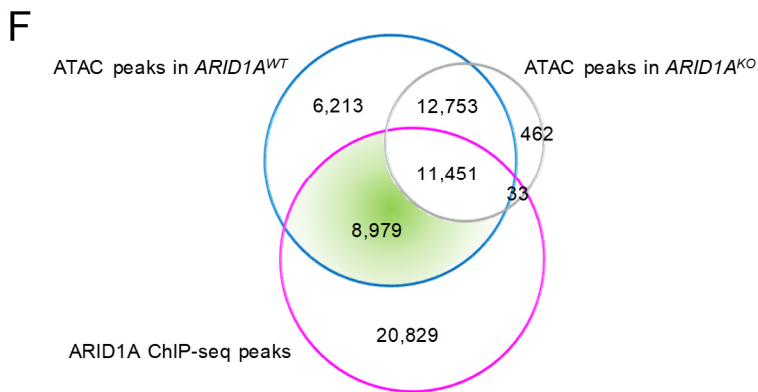

G

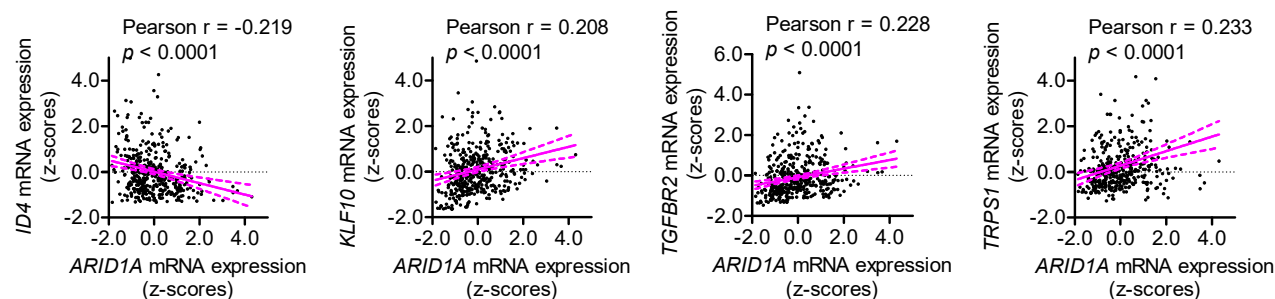

Supplementary Figure 5. Integrated analysis of ChIP-seq and RNA-seq data from isogenic *ARID1A*^{WT} and *ARID1A*^{KO} cells identifies *ARID1A* directly-regulated transcriptome.

(A) Regulation of *TGFB2* mRNA expression levels by *ARID1A*. Quantitative real time PCR demonstrates suppression of *TGFB2* mRNA expression after *ARID1A* knockout in both isogenic human endometrial epithelial cells and HCT116 human colon cancer cells. Reintroduction of *ARID1A* in OV207 ovarian clear cells leads to up-regulation of *TGFB2* mRNA expression. β -actin (*ACTB*) was used as an internal loading control. Data are expressed as mean $\pm$ SD (n = 3). *p < 0.05; **p < 0.01; ***p < 0.001; paired two-tailed Student *t*-test. **(B)** Diagrams showing number of overlapping peaks in ChIP-seq studies performed on *ARID1A*^{KO} and *ARID1A*^{WT} cells. *ARID1A* ChIP-seq peaks (41,292 peaks) identified by overlapping data from two biological replicates. **(C)** Genomic distribution of *ARID1A* ChIP-seq target peaks in *ARID1A*^{WT} and *ARID1A*^{KO} cells. The distribution was categorized into promoter, exon, intron, transcription termination site (TTS), untranslated region (UTR), enhancer, intergenic, and non-coding regions. **(D)** The top five transcription factor DNA binding motifs enriched in *ARID1A* ChIP-seq target peaks. The DNA binding motifs were identified by HOMER Motif Analysis and ranked by *p*-value. **(E)** Diagrams showing BRG1 ChIP-seq peaks specific to *ARID1A*^{WT} cells (25,511 peaks) were overlaid on *ARID1A* ChIP-seq peaks identified in (B), which results in 16,357 peaks shared between BRG1 and *ARID1A* ChIPs and is designated as SWI/SNF ChIP target peaks. **(F)** Venn diagrams showing ATAC-seq peaks identified in *ARID1A*^{WT} cells (39,396 peaks, blue circle) and *ARID1A*^{KO} cells (24,699 peaks, grey circle) that were overlaid on *ARID1A* ChIP-seq peaks identified in (B), which results in 8,979 *ARID1A*-specific ATAC peaks (green highlight). **(G)** Pearson's correlation of mRNA expression between *ARID1A* and its direct target genes, *ID4*, *KLF10*, *TGFB2*, and *TRPS1*, in the TCGA uterine endometrial carcinoma PanCancer Atlas dataset. Individual dots represent z-scores data obtained from one patient. The solid magenta lines represent linear regression. Areas between dotted magenta lines: 95% confidence intervals. *p*-values were determined by Pearson Correlation.

Figure 4B

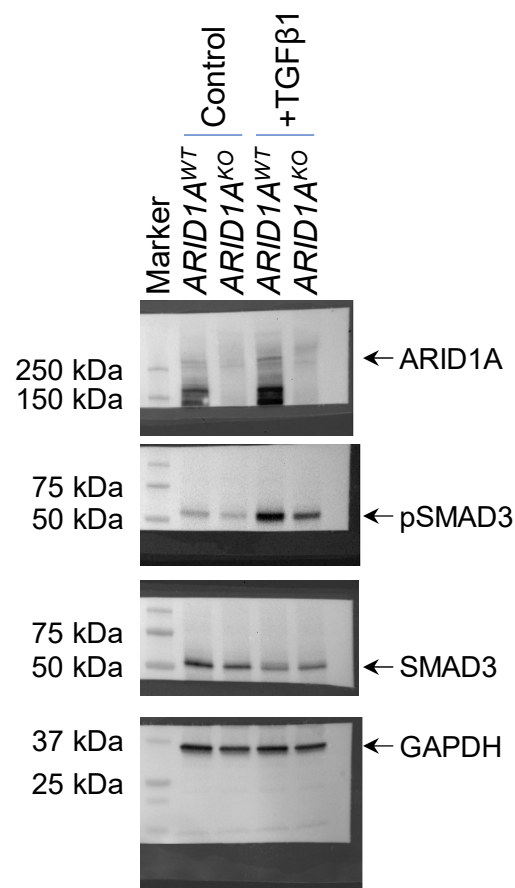

Supplementary Figure 4A

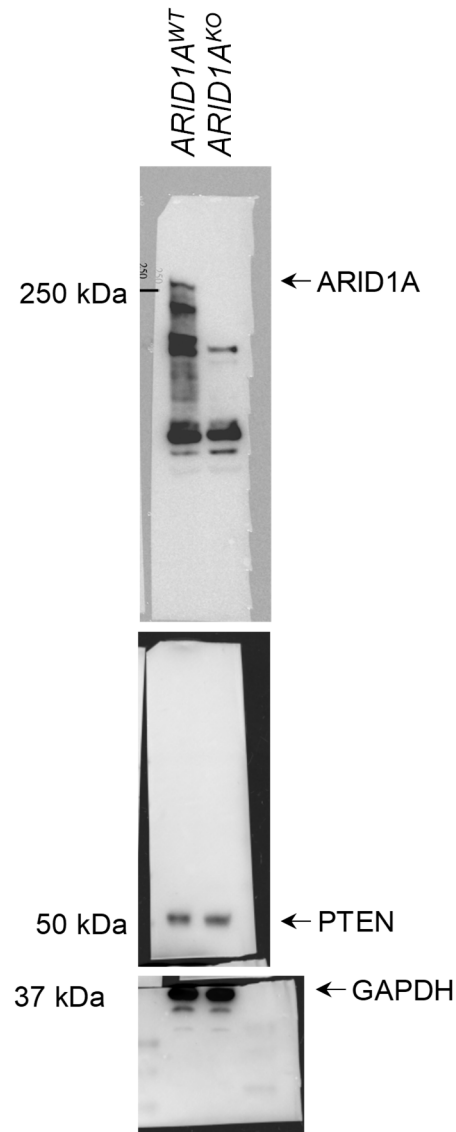

Supplementary Figure 4C

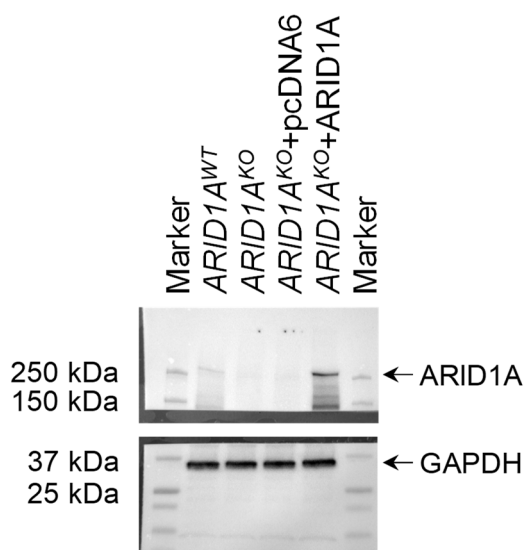

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Inactivation of Arid1a in the endometrium is associated with endometrioid tumorigenesis through transcriptional reprogramming
**Source:** Nat Commun. 2020 Jun 1;11:2717. doi: 10.1038/s41467-020-16416-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Differentially expressed genes between iPD and iPAD uterine tumors.

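Supplementary Data 1 gives the genes that the authors' Cuffdiff comparison called between *iPD* and *iPAD* tumors, with their mean FPKM and log2 fold change. All 1156 of its genes were matched to a locus of the deposited table by position and group means, and 1124 carried the same symbol or a recorded synonym. The paper's table holds 491 genes that are higher and 665 that are lower in *iPAD* tumors. Of its 1156 genes, 639 were also called by limma on the values per mouse and 1154 had the same sign there. Another 138 genes called by limma are not listed in the paper's table. Across the 1156 genes, which are not independent replicates, the log2 fold changes of limma and of the paper's table had a Pearson correlation of 0.949. Genes such as Ankrd1, Ly6d and Alox15 stand in both sets, and Tnf, Thbs1 and Tgfbr2 stand in the paper's table alone.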

File Name: Supplementary Data 2

Description: Upstream regulators of Arid1a-associated mouse transcriptome

File Name: Supplementary Data 3

Description: Differentially expressed genes identified in two pairs of isogenic ARID1AWT and ARID1AKO human endometrial epithelial cells.

File Name: Supplementary Data 4

Description: Upstream regulators of ARID1A-associated transcriptome in human endometrial epithelial cells.

File Name: Supplementary Data 5

Description: Gene Ontology enrichment commonly identified in ARID1A-associated transcriptomes of mouse uterine tumors and human endometrial epithelial cells.

File Name: Supplementary Data 6

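For the mouse tumors, this table gives the number of read pairs and the share of reads that TopHat mapped in each library. The paper's mapping rates of the forward reads run from 64.1% to 84.6% in the *iPAD* libraries and from 75.2% to 83.7% in the *iPD* libraries, with the lowest in iPAD mouse 4. In the deposited values, 11854 to 11974 loci per *iPAD* mouse and 11689 to 12094 per *iPD* mouse were above 1 FPKM. Ribosomal protein genes took 23.5% to 29.3% of the summed FPKM in *iPAD* and 22% to 27.7% in *iPD* mice. The table states alignment only and gives no read counts per gene.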

Description: RNA-seq and ChIP-seq data quality and mapping statistics.

File Name: Supplementary Data 7

Description: ARID1A directly targeted genes identified in two pairs of ARID1AWT and ARID1AKO cells.

File Name: Supplementary Data 8

Description: Genes in the TGF- β signaling pathway that are directly regulated by ARID1A.

File Name: Supplementary Data 9

Description: Ingenuity canonical pathways enriched in ARID1A directly targeted genes.

File Name: Supplementary Data 10

Description: List of primers used in this study

# Supplementary material for: Inactivation of Arid1a in the endometrium is associated with endometrioid tumorigenesis through transcriptional reprogramming
**Source:** Nat Commun. 2020 Jun 1;11:2717. doi: 10.1038/s41467-020-16416-0
**Supplement:** Supplementary file 14 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

All software used in this study for data collection are either commercially available or open source.
RTCA Software Package 1.2
SimplePCI automated image capture software
Image Lab ver. 6.0

Data analysis

All software used in this study for data analysis are either commercially available or open source.
Galaxy, an open access web-based program that contains a variety of next-generation sequencing analysis tools
TopHat (ver. 2.1.0)
Cufflinks (ver. 2.2.1.0)
Cuffmerge (ver. 2.2.1.0)
Cuffdiff (ver. 2.2.1.3)
Bowtie (ver. 0.12.7)
SAMtools (ver. 0.1.19)
MACS2 (ver. 2.1.0)
HOMER (ver. 4.7.2)
deepTools (ver. 2.4.3)
CellTracker
ImageJ 'Chemotaxis and Migration Tool'
GraphPad Prism 5
GSEA ver. 4.0.1
Image Lab ver. 6.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The accession numbers for the data for ChIP-seq, ATAC-seq, and RNA-seq reported in this study are NCBI GEO GSE106665.
All reagents and experimental data are available from the corresponding author upon request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sufficient sample sizes were chosen for each experiment to determine whether the outcome was statistically significant.
Data exclusions	No data were excluded from this study.
Replication	We confirmed that all attempts to replicate experiments were successful. All ChIP-seq, ATAC-seq, and RNA-seq experiments data are derived from 2 biological replicates. In each experiments, a minimum of 3 technical replicates were used.
Randomization	iPAD, iPD, and iAD were selected randomly for doxycycline-induced gene knockout in the endometrial epithelium.
Blinding	Blinding was not implemented in this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Rabbit monoclonal anti-ARID1A (for ChIP-seq and WB) Cell Signaling Technology 12354S
Rabbit monoclonal anti-BRG1 antibody (for ChIP-seq) Abcam ab110641
Rabbit polyclonal anti-RNA polymerase II phospho S2 (for ChIP-seq) Abcam ab5095
Rabbit monoclonal anti-PTEN (for WB and IHC) Cell Signaling Technology 9188S
Rabbit monoclonal anti-Smad3 (for WB) Cell Signaling Technology 9523S
Rabbit monoclonal anti-Smad3 (phospho S423 + S425) (for WB and IHC) Abcam ab52903
Rabbit polyclonal anti-PAX8 (for IHC) Proteintech 10336-1-AP
Rabbit polyclonal anti-ARID1A (for IHC) Sigma-Aldrich HPA005456
Rabbit monoclonal anti-phospho Akt Ser473 (for IHC) Cell Signaling Technologies 4060S
Goat anti-rabbit IgG, HRP-linked Antibody (for Protein-DNA) Cell Signaling Technology 7074S

Validation

All antibodies were validated by the supplier or published previously

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	The immortalized parental human endometrial epithelial and the first pair of isogenic ARID1AWT and ARID1AKO cells used in this study have been reported previously by our group (JBC 2016 291:9690-9699). A second isogenic line of human endometrial epithelial cells with ARID1A knockout were generated in the current study. Acquisition of tissue specimens was approved by the Institutional Review Board at the Johns Hopkins Hospital, Baltimore, Maryland.
Authentication	STR authentication were carried out by Johns Hopkins GRCF DNA Services/FAF facility.
Mycoplasma contamination	All cell lines tested negative for mycoplasma by Johns Hopkins GRCF DNA Services/FAF facility.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Arid1aflox/flox mice on the 129S1 background were obtained from the Jackson Laboratory. Ptenflox/flox mice on the BALB/c background (Strain C;129S4-Ptentm1Hwu/J) were obtained from the Jackson Laboratory. iPad, iPD, and iAD mouse models with Arid1a and Pten individual or combined knockout in the uterine epithelium were generated by crossing Pax8-Cre mice (Cancer Cell 2013 24:751-765) with Arid1aflox/flox mice, Ptenflox/flox mice, and Arid1aflox/flox;Ptenflox/flox mice. All experimental mice were maintained on a mixed genetic background (C57BL/6, BALB/c, and S129). Knockout was initiated by treating mice with doxycycline either through oral gavage (2 mg/mouse/day) or subcutaneous implantation of doxycycline pellets (200 mg) when they reached puberty (6-8 weeks old).
Wild animals	Study did not involve wild animals
Field-collected samples	Study did not involve samples collected from the field
Ethics oversight	All of the animal procedures were approved by the Johns Hopkins University Animal Care Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	GSE106665
Files in database submission	GSM3537201 ChIP-Seq: ARID1A-WT1 AR-CST rep1<br>GSM3537202 ChIP-Seq: ARID1A-WT1 AR-CST rep2<br>GSM3537203 ChIP-Seq: ARID1A-WT1 AR-CST rep3<br>GSM3537204 ChIP-Seq: ARID1A-KO1 AR-CST rep1<br>GSM3537205 ChIP-Seq: ARID1A-KO1 AR-CST rep2<br>GSM3537206 ChIP-Seq: ARID1A-KO1 AR-CST rep3<br>GSM3537207 ChIP-Seq: ARID1A-WT2 AR-CST rep1<br>GSM3537208 ChIP-Seq: ARID1A-WT2 AR-CST rep2<br>GSM3537209 ChIP-Seq: ARID1A-WT2 AR-CST rep3<br>GSM3537210 ChIP-Seq: ARID1A-KO2 AR-CST rep1<br>GSM3537211 ChIP-Seq: ARID1A-KO2 AR-CST rep2<br>GSM3537212 ChIP-Seq: ARID1A-KO2 AR-CST rep3<br>GSM3537213 ChIP-Seq: ARID1A-WT1 BRG1 rep1<br>GSM3537214 ChIP-Seq: ARID1A-WT1 BRG1 rep2<br>GSM3537215 ChIP-Seq: ARID1A-WT1 BRG1 rep3<br>GSM3537216 ChIP-Seq: ARID1A-KO1 BRG1 rep1<br>GSM3537217 ChIP-Seq: ARID1A-KO1 BRG1 rep2<br>GSM3537218 ChIP-Seq: ARID1A-KO1 BRG1 rep3<br>GSM3537219 ChIP-Seq: ARID1A-WT2 BRG1 rep1<br>GSM3537220 ChIP-Seq: ARID1A-WT2 BRG1 rep2<br>GSM3537221 ChIP-Seq: ARID1A-WT2 BRG1 rep3<br>GSM3537222 ChIP-Seq: ARID1A-KO2 BRG1 rep1<br>GSM3537223 ChIP-Seq: ARID1A-KO2 BRG1 rep2<br>GSM3537224 ChIP-Seq: ARID1A-KO2 BRG1 rep3<br>GSM3537225 ChIP-Seq: ARID1A-WT1 RNA Pol2 rep1

GSM3537226 ChIP-Seq: ARID1A-WT1 RNA Pol2 rep2
 GSM3537227 ChIP-Seq: ARID1A-WT1 RNA Pol2 rep3
 GSM3537228 ChIP-Seq: ARID1A-KO1 RNA Pol2 rep1
 GSM3537229 ChIP-Seq: ARID1A-KO1 RNA Pol2 rep2
 GSM3537230 ChIP-Seq: ARID1A-KO1 RNA Pol2 rep3
 GSM3537231 ChIP-Seq: ARID1A-WT2 RNA Pol2 rep1
 GSM3537232 ChIP-Seq: ARID1A-WT2 RNA Pol2 rep2
 GSM3537233 ChIP-Seq: ARID1A-WT2 RNA Pol2 rep3
 GSM3537234 ChIP-Seq: ARID1A-KO2 RNA Pol2 rep1
 GSM3537235 ChIP-Seq: ARID1A-KO2 RNA Pol2 rep2
 GSM3537236 ChIP-Seq: ARID1A-KO2 RNA Pol2 rep3

Genome browser session
 (e.g. [UCSC](#))

N/A

Methodology

Replicates

2 biological replicates with 3 technical replicates each

Sequencing depth

NextSeq500 platform with single-end reads of 75 bases. ChIP-seq data quality and mapping statistics are shown in Supplementary Table 5.

Antibodies

Rabbit monoclonal anti-ARID1A (for ChIP-seq) Cell Signaling Technology 12354S
 Rabbit monoclonal anti-BRG1 antibody (for ChIP-seq) Abcam ab110641
 Rabbit polyclonal anti-RNA polymerase II phospho S2 (for ChIP-seq) Abcam ab5095

Peak calling parameters

ChIP-seq peaks were called by MACS2 v2.1.040 using matched sample and input BAM files. For each transcription factor (ARID1A, BRG1, and RNA Pol II), narrow peaks were called by setting the q-value at 0.01.

Data quality

ChIP-seq data quality and mapping statistics are shown in Supplementary Table 5.

Software

Bowtie (ver. 0.12.7)
 SAMtools (ver. 0.1.19)
 MACS2 (ver. 2.1.0)
 HOMER (ver. 4.7.2)
 deepTools (ver. 2.4.3)

How the deposited data were processed for this re-analysis (not part of the article)

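RNA from the uteri of 4 *iPAD* and 4 *iPD* mice, harvested 2 weeks after doxycycline-induced knockout, was sequenced in pairs of 100-base reads. A second table holds 1 *iAD* mouse with and 1 without doxycycline. The authors aligned the reads to mm10 with TopHat, assembled and merged transcripts with Cufflinks and Cuffmerge and ran Cuffdiff (version 2.2.1.3). The authors deposited FPKM values per mouse, scaled by Cuffdiff to transcript length and library size. The deposited p-values and q-values are those of the authors' Cuffdiff comparison, with Benjamini-Hochberg adjustment over the loci it tested.

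Loci were named through their RefSeq accessions, and 32256 of 35364 received at least 1 symbol. The comparison used log2(FPKM + 0.5) and limma (version 3.58.1, R 4.3.3) with an intensity trend, over the 12497 loci with a mean above 1 FPKM in either genotype. A gene was called at an adjusted p under 0.05 and a fold change above 1.5. The 21 loci that Cuffdiff marks as above its read limit were left out, a choice made after the files were seen. Loci with reads shared between related genes cannot be separated in these values.

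Gene lists for pathways and cell types, 28 in all, were fixed before the deposited values were examined but after the gene symbols of Supplementary Data 1, the authors' calls in these mice, had been seen, and the human TGF-β list is the paper's Supplementary Data 8. The 25 lists with at least 5 genes tested entered limma's camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. Camera asks if a list ranks higher or lower than other genes, and fry asks if it moves on balance one way. The lists of adipocyte, B and plasma cell and ciliated cell markers had fewer than 5 members tested and gave no test.

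The genes named in the text follow a rule set before the data were examined. It takes the genes the paper names, the 10 largest increases and 10 largest decreases among called genes with separate groups and a mean of at least 2 FPKM, and up to 4 called members of each list. Genes outside the rule are marked where they appear. Values in the paper's tables had been seen when the rule was set.

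Single genes and list means were compared by exact permutation over the 70 assignments of 4 mice against 4, whose smallest two-sided p is 0.029. The self-test changed 200 of 12497 simulated genes, with noise independent between genes and mice. It made 142 calls, 9 of them false, and recovered 48% of the genes changed by 1 and 85% of those changed by 2 on the log2 scale. Depth is known only from the paper's table of aligned read pairs, 18308515 to 24900491 per mouse, so no counting interval can be given for a gene.

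The alternatives were other pseudocounts (0.1 and 1), other filters on low values, median and quantile scaling, library weights, no variance trend, the mouse number as a block, each mouse left out in turn, the authors' p-values over the same loci, the adjusted p alone, and the other list tests. For the *iAD* mice, without replicates, log2 ratios were computed, and list medians were placed among those of 10000 random lists. The human RNA-seq and ChIP-seq data were not analysed. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.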

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

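The tests of other splits of the mice, of mapped read pairs in iPD mouse 2, of tissue shares and of the 5 TGF-β response genes against stroma were chosen after the results were seen. The tests of transcript length, of the cell mix of iPD mouse 2 and of YAP/TAZ targets were written before theirs. Leaving YAP/TAZ signaling open for Ankrd1, Ccn1 and Ccn2 was decided after the values were seen.

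In 10 of 118 groups of 4 values, 1 mouse lay far from the other 3, where chance gives about 1 in 20. In iPD mouse 2, Tgfbi was at 95.05 FPKM (14.31 to 20.95 in the other *iPD* mice), Bmp4 at 20.52 FPKM (1.476 to 2.259) and Cdh1 at 81.73 FPKM (149.5 to 154.3). Id4, a BMP target, was at 2.293 FPKM in iPAD mouse 4 (1.573 to 1.646). In iPAD mouse 3, Smad3 was at 4.681 FPKM (2.832 to 3.099), Ctnnb1 at 331.1 FPKM (228.6 to 244.8) and the mean of the human TGF-β list at 0.113 (0.161 to 0.168). The mean of the FoxO and Pi3k list was -0.275 in iPD mouse 1 (0.047 to 0.071). The aligned pairs of the paper's table, rounded, were 21540000 in iPD mouse 1 (23440000 to 23800000), and ribosomal protein genes took 29.3% of the FPKM in iPAD mouse 2 (23.5% to 24.4%).

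In data the paper does not report on, 718 loci were at least 2-fold higher and 1125 at least 2-fold lower in the *iAD* mouse with doxycycline than in the one without, with 1 mouse each and no control for the difference between mice, and 569 higher and 581 lower where 1 mouse had at least 5 FPKM. Lcn2, which encodes a secreted iron-binding protein, was at 3208.75 FPKM or more in every *iPD* mouse and above the read limit of Cuffdiff in *iPAD* mice, so no fold can be given.

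The first pattern is the distance of iPD mouse 2 from the other *iPD* mice. Fewer reads are argued against, since 2 of the other 3 *iPD* mice have fewer aligned pairs. Its deviations correlated with transcript length across 11644 loci at a rank correlation of -0.25, less than the 0.332 of iPD mouse 3, which leaves a length bias open. Another mix of cell types may contribute: red blood cell markers lay 1.081 above the other *iPD* mice in the median, just past the bound of 1 set before, but iPD mouse 1 reached 0.986, and stromal markers lay 0.92 and T and NK cell markers 0.978 above. The make-up of the library stays open too. Of the *iPD* mice, iPD mouse 2 had the lowest mapping rate of the forward reads (75.2%) and the largest share of ribosomal protein genes (27.7%). The 10 loci with the highest mean held 13.6% of its FPKM, also the most of these mice. On the second principal component iPAD mice 2 and 4, with 12.9% and 13.1%, lay on the same side, at -25.42 and -27.05. Neither this nor where the tissue was sampled was tested.

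The second pattern is the lower level of T and NK cell and macrophage markers in *iPAD* uteri, with a median log2 fold change of -0.825 over 19 markers (quartiles -1.033 and -0.623), of which 3 of 7 T and NK cell markers and 2 of 12 macrophage markers were called lower and Cd68 higher (1 to 4 and 0 to 3 lower without single mice). Neither list passed camera with an estimated correlation (adjusted p = 0.36 and 0.64), and chance is not excluded for either, with a camera p as small in 4 of 35 splits for T and NK cells (1.91e-05, smallest other 7.39e-06) and 10 for macrophages (0.000175, smallest other 9.69e-15). A smaller share of all non-epithelial tissue is argued against as the whole cause, since 36 markers of stroma, smooth muscle and endothelium had a median of -0.168 (quartiles -0.429 and 0.265), although it was -0.322 without iPD replicate 4, past the bound of -0.3, and 0.078 without iPD replicate 2, against -0.985 to -0.644 for the 19 immune markers. Less blood in the *iPAD* uteri stays open: red blood cell markers were lower, and neutrophil markers had a median of 0.703 that rests on iPD mouse 1, since it was -0.293 without that mouse. A difference in immune cells between the genotypes may also account for it and was not tested further.

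The third pattern is the 5 TGF-β response genes that were higher in *iPAD* uteri, the smallest with a log2 fold change of 1.116. A larger share of stroma and smooth muscle is argued against, since their 29 markers had a median of -0.03 (quartiles -0.535 and 0.383, and medians of -0.264 and 0.117 without iPD replicate 4 and 2). YAP/TAZ signaling, which also induces Ankrd1, Ccn1 and Ccn2, stays open: 16 other targets had a median of -0.109, -0.192 without iPD replicate 1 and -0.176 without iPAD replicate 4 (exact permutation test, p = 0.057), but that list left out these 3, and with them the upper quartile is 0.345. A change within stromal or epithelial cells could not be told apart in whole tissue.

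Over all 35 splits of the 8 mice into 4 and 4, the real split called 777 genes and the highest other 3. In the real split the mean distance between genotypes exceeded that within them by 19.05, and the highest other gave 7.941. Chance is argued against for both but not excluded, since 1 of 35 is the smallest share that the splits can give. Splits that mix the genotypes also hold any real difference within their groups, which lowers their calls. For the 75 genes shared with the human list (1 split, highest other 0) the splits decide nothing, since no other split calls more than 3 genes in all. Chance is not excluded for the number of lists called by camera, where 16 splits gave at least the real 8 and the highest other gave 13. Nor is it excluded for the TGF-β response list, whose camera p of 3.9e-05 was matched or passed in 7 splits (smallest other 1.96e-11), or for the human TGF-β list, with a p of 0.401 and 16 splits (smallest other 0.0632). For other lists called by camera it is not excluded either, with a p as small in 3 splits for red blood cells (7.6e-07, smallest other 4.04e-09), 9 for interferon-gamma response (0.000928, smallest other 9.76e-14) and 9 for matrix proteases (0.000657, smallest other 8.52e-07). For hormone response no other split gave a p as small (6.93e-05, 1 of 35, smallest other 0.000184), which does not exclude chance where 25 lists were tested.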

How the results depend on the processing

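Every alternative here was planned. Arid1a kept its direction and call in all 18 limma settings (log2 fold change -0.949 to -0.82, highest adjusted p 0.0266). The mean distance between genotypes exceeded that within them by 16.59 to 23.68 over 6 settings. Of 74 named genes that were called, 46 were called under every setting and 0 reversed. Leaving out 1 mouse gave 222–508 higher genes (241 without iPD replicate 1), 218–515 lower genes (254 without iPAD replicate 3, 264 without iPD replicate 3) and 37–99 genes shared with the human list (47, 43 and 49 without iPAD replicates 2, 3 and 4, and 46 without iPD replicate 1 or 3). The lowest values came without iPAD replicate 1 and the highest without iPD replicate 2. Fewer mice lower the power of each fit, and why the count rises without iPD replicate 2 was not tested. Array weights, which gave iPD mouse 2 a weight of 0.186, called 706 higher and 780 lower genes and 128 shared, and held 765 of the 777 calls. The authors' p-values called 667 lower genes and 117 shared, and held 646 of the 777. Of 25 lists, camera passed 8, 6 to 9 in its other settings with the preset correlation and 7 to 9 without single mice. With an estimated correlation it passed 0, with 1, hormone response, at an unadjusted p under 0.05, and fry passed 7, of which 5 were among the 8. By fry the human TGF-β list had an adjusted p of 9.5e-05, against 0.449 to 0.878 by camera, since fry does not compare a list with other genes. In the comparison of iAD doxycycline against no doxycycline, the 1843 loci changed 2-fold fell to 1150 when at least 5 FPKM was required in 1 mouse, since fewer loci are counted. Without read counts per gene, how depth limits a single value here is not known.

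With the mouse number as a block there were 393 higher and 423 lower genes, 682 of them among the 777, and 70 shared. Arid1a had a log2 fold change of -0.889 (adjusted p = 0.0217). The paper's methods name no pairing of the mice. Correlations between like-numbered mice were 0.05, 0.37, 0.25 and -0.09, and those between mice of unlike number ran from -0.36 to 0.25. Whether like-numbered mice belong together was not tested, and these values do not decide it.

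No result that reversed had been called, and the cause was not tested. With array weights the log2 fold changes were 0.261 for Tgfbi, -0.086 for Smad3, -0.007 for Trp53, -0.082 for Pcna, -0.164 for Fabp4, 0.029 for Egfl7 and 0.103 for Esam. It was -0.663 for Bmp4 in the authors' values and -0.019 for Pcna with quantile normalization. Without single mice they ranged from -0.291 to 0.155 for Pten, -0.449 to 0.448 for Tgfbi, -0.273 to 0.864 for Bmp4, -0.062 to 0.173 for Smad3, -0.192 to 0.078 for Ctnnb1, -0.071 to 0.235 for Trp53, -0.105 to 0.157 for Pcna, -0.035 to 0.623 for Fabp4, -0.439 to -0.059 for Egfl7, -0.559 to 0.186 for Esam and -0.7 to 0.103 for Jchain.

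List directions reversed at these adjusted p-values. With array weights they were 0.935 for FoxO and Pi3k, 0.386 for glycolysis, 0.664 for neutrophils, 0.537 for smooth muscle and for stroma, and 0.894 for the TGF-β pathway and for Wnt targets. With no filter it was 0.788 for glutathione and for the TGF-β pathway. It was 0.993 for glutathione with median centring, 0.996 for the TGF-β pathway with the filter on the mean of 8 mice, and 0.774 for glycolysis with quantile normalization. By fry it was 0.777 for glutathione and 0.913 for glycolysis. Over all fits without single mice, those that kept the direction included, the adjusted p of the lists that reversed in at least 1 of them ranged from 0.038 to 0.967 for the cell cycle (0.038 without iPD replicate 1, where it kept its direction), 0.662 to 0.978 for FoxO and Pi3k, 0.701 to 0.97 for glutathione, 0.513 to 0.97 for glycolysis, 0.0932 to 0.82 for neutrophils, 0.157 to 0.97 for smooth muscle, 0.0911 to 0.97 for stroma, 0.371 to 0.971 for the TGF-β pathway and 0.227 to 0.857 for Wnt targets.

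Among the lists called by camera, interferon-gamma response missed the threshold with array weights, by fry and without iPAD replicate 3 or iPD replicate 4, macrophages with array weights and by fry, and lipid synthesis by fry and without iPD replicate 4. The cell cycle list passed without iPD replicate 1, the inflammatory cytokine list passed without iPD replicate 3 or 4, and squamous markers passed by fry.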

Differences from the paper's values

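The paper's Supplementary Data 1 holds 665 genes lower in *iPAD* tumors, the paper's value, against 402 here at the same thresholds. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with quantile normalization (448), array weights (780), iPD replicate 2 left out (515) and the authors' p-values (667). It did not with pseudocounts of 0.1 or 1, no filter, the filter on the mean of 8 mice, median centring, no variance trend, the block, the adjusted p alone, or any of the other 7 mice left out.

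The paper's log2 fold change of Il6 is 2.586 and the value here is 1.737. The difference was smaller than the standard deviation between the mice here with a pseudocount of 0.1 (2.469) and in the authors' values (2.586). In every other alternative it did not, at 1.308 to 1.96.

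Thbs1, Tnc, Tgfbr1, Tgfbr2 and Tnf are in the paper's list and were not called here, with adjusted p-values of 0.0556, 0.0857, 0.0911, 0.167 and 0.119 from limma and the same signs as in the paper. The authors' p-values call all 5. Array weights call Thbs1, Tnc and Tnf, leaving out iPD replicate 2 calls Thbs1 and Tnc, leaving out iPAD replicate 3 calls Tnf, and the block calls Tgfbr2.

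The paper states that Tnf, Il-6 and Il-17 are enriched in *iPAD* tumors. At the RNA level Il6 was higher here, Tnf had a log2 fold change of -0.93 and was not called, and Il17a was listed at 0 in every *iPAD* mouse. The paper's own value for Tnf, -0.899, is also negative, and the statement cites Supplementary Data 2, a table of upstream regulators.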

Other observations

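The splits of the mice were chosen after the results were seen. The tests of genes near Arid1a were written before their result, although Sfn, Sesn2 and Ephb2 were already known to be called and close by, and the interval was added afterwards.

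Of 29 lipid synthesis genes, 27 had a negative log2 fold change between *iPAD* and *iPD* uteri, but the means of the list per mouse overlapped, with iPD mouse 2 (-0.619) below every *iPAD* mouse. The median of -0.34 was -0.65 without iPD replicate 2, where 5 genes were lower, and -0.17, -0.17 and -0.13 without iPAD replicate 1, iPD replicate 3 and iPD replicate 4. Only Scd1, a fatty acid desaturase, was lower (log2 fold change -2.03, adjusted p = 0.0263) and only Pcsk9, a regulator of the LDL receptor, was higher (1.94, adjusted p = 0.0202, both from limma) with all 8 mice. The counts were the same when adjusted over the list alone, and the calls of Scd1 and Pcsk9 were lost in 5 and 2 of the 8 fits that left out 1 mouse. The list ranked low by camera (adjusted p = 0.00197, and adjusted p = 0.89 with an estimated correlation), and missed the threshold without iPD replicate 4. Chance is not excluded for this list, since 16 of the 35 splits of the mice gave a camera p as small as the real 0.000474 (smallest other 6.3e-19). None of 13 FoxO and Pi3k genes was called by limma, also when adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05 and 2 called by Cuffdiff (camera adjusted p = 0.827, and adjusted p = 0.89 with an estimated correlation). Rnaset2b, a ribonuclease, was at 0.8688, 1.043, 31.33 and 1.072 FPKM in the 4 *iPAD* mice, with a mean of 45.49 FPKM in *iPD* mice, and its call was lost in 7 of the 8 fits that left out 1 mouse.

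In the *iAD* mice, 1 with doxycycline and 1 without, there is no replicate check, and the sample labels call the tissue tumor where the paper finds none. Arid1a was at 6.827 FPKM without and 4.55 FPKM with doxycycline, and Pten at 20.96 and 28.32 FPKM. Sfn went from 25.33 to 376.6, Il6 from 29.45 to 136 and Cdkn1a from 39.17 to 187.8 FPKM, while Ovgp1, an oviduct glycoprotein, went from 1931 to 64.8 and Pgr from 35.16 to 15.18 FPKM. Alox15, lower in *iPAD* uteri, went from 81.39 to 9.283 FPKM. The median log2 ratio was 1.25 for lipid synthesis, 1.418 for endothelium, 1.365 for smooth muscle and 0.501 for TGF-β response genes, at the 100, 100, 100 and 99.9 percentile of random lists. It was -2.955 for ciliated cells, -2.209 for macrophages, -1.933 for T and NK cells and -1.632 for the cell cycle, each at percentile 0. Inflammatory cytokines, although Il6 rose, had -0.754, and interferon-gamma response genes -0.348, also at percentile 0. Of 25 cytokine genes, 12 were at least 2-fold lower and 5 at least 2-fold higher. The random lists resample genes, so the percentiles do not measure how far 1 mouse differs from another. All 6 ciliated cell markers of the oviduct were at least 2-fold lower, and 10 of 11 endothelial and 9 of 11 smooth muscle markers at least 2-fold higher. An effect of doxycycline therefore cannot be told apart from a difference in the tissue sampled. Across 11739 genes, which are not replicates, the *iAD* and *iPAD* changes had a Pearson correlation of 0.112, and 385 of 651 called genes (59.1%) had the same sign, against 54.1% of all 11739.

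A hypothesis of strain variants near the floxed Arid1a allele was tested by the genes within 5 Mb of it. Of 155 tested, 11 were called, 7.1% (95% Wilson interval 4.01 to 12.3), against 6.2% of 12341 elsewhere (Fisher's exact test, p = 0.61). No excess was found, but the interval is too wide to exclude one of 1.5 times, so linked variants may still act on single genes such as Sfn, Sesn2 and Ephb2.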
